# Fucoxanthin Suppresses Lipid Accumulation and Inflammatory Responses in FFA-Induced Hepatocyte Models via the EGR2-CD36 Axis

**DOI:** 10.3390/molecules31142423

**Published:** 2026-07-10

**Authors:** Xiangyu Li, Chen Yang, Qionghui Chen, Xianchuan Xu, Lian Wang, Peng Zhang, Qiang Hu, Danxiang Han, Aiqun Yu, Jing Jiang, Qizhou Lian

**Keywords:** Fucoxanthin, MASH, CD36, lipid metabolism, bioinformatic analysis

## Abstract

Metabolic dysfunction-associated steatohepatitis (MASH) is a progressive liver disease with limited treatment options. Here, we demonstrate that fucoxanthin (FUCO), a natural marine carotenoid, attenuates free fatty acid (FFA)-induced hepatocellular steatosis and inflammatory responses in vitro by targeting the EGR2-CD36 axis (EGR2, early growth response protein 2; CD36, cluster of differentiation 36). In FFA-induced hepatocyte models (HepG2, Hep3B, and AML12), FUCO significantly reduced lipid accumulation and inflammatory markers without cytotoxicity. Mechanistic studies revealed that FUCO specifically inhibited fatty acid uptake and transport by downregulating CD36, while triglyceride (TG) degradation remained unaffected. RNA sequencing identified EGR2 as a master regulator induced by FFA and suppressed by FUCO. Functional validation showed that EGR2 overexpression completely blocked FUCO’s lipid-lowering effects and restored CD36 expression, confirming that FUCO acts through EGR2-dependent CD36 inhibition. Bioinformatic analysis further supported EGR2-mediated regulation of CD36 via tumor necrosis factor (TNF) and sterol regulatory element-binding factor (SREBF) pathways. Collectively, our findings establish EGR2 as a critical molecular target for FUCO and provide mechanistic insights that may support its further evaluation in preclinical models for MASH therapy.

## 1. Introduction

Metabolic dysfunction-associated steatotic liver disease (MASLD) has emerged as the most prevalent chronic liver disease worldwide, affecting approximately 30% of the global adult population and imposing substantial healthcare burdens [1,2]. As the progressive subtype of MASLD, metabolic dysfunction-associated steatohepatitis (MASH) is characterized by hepatic steatosis accompanied by inflammation and hepatocellular injury, which can advance to fibrosis, cirrhosis, and hepatocellular carcinoma [3,4]. Despite the urgent clinical need, therapeutic options for MASH remain severely limited. Although Resmetirom recently became the first FDA-approved drug for MASH treatment, its modest efficacy and the requirement for thyroid hormone receptor-β selectivity highlight the ongoing necessity for innovative therapeutic strategies targeting alternative molecular pathways [5,6].

The pathogenesis of MASLD is multifactorial, involving a complex interplay among genetic predisposition, nutrient excess, insulin resistance, and dysregulated lipid metabolism [7,8]. Central to disease progression is the excessive accumulation of triglycerides (TGs) in hepatocytes, driven by imbalanced lipid homeostasis encompassing increased fatty acid uptake, enhanced de novo lipogenesis, impaired β-oxidation, and reduced very-low-density lipoprotein export [9,10]. Among these, fatty acid uptake represents a critical and therapeutically targetable node. Cluster of differentiation 36 (CD36), a multifunctional scavenger receptor highly expressed in hepatocytes, serves as the primary translocase for long-chain fatty acid uptake and has been strongly implicated in MASLD pathogenesis [10,11]. Hepatic CD36 expression is markedly upregulated in MASLD patients and correlates positively with disease severity, positioning it as an attractive target for pharmacological intervention [12,13].

Natural products have garnered increasing attention as sources of novel therapeutics for metabolic diseases due to their structural diversity and favorable safety profiles. Fucoxanthin, a marine-derived carotenoid abundant in brown algae (Phaeophyceae), exhibits potent lipid-lowering, anti-inflammatory, and antioxidant activities [14,15]. Mechanistic studies have demonstrated that fucoxanthin ameliorates hepatic steatosis through multiple pathways, including upregulation of uncoupling protein 1 (UCP1) in adipose tissue, activation of AMP-activated protein kinase (AMPK), and modulation of peroxisome proliferator-activated receptor γ (PPARγ) signaling [15,16,17]. Additionally, fucoxanthin has been shown to inhibit hepatic lipogenic enzymes and promote fatty acid oxidation [15,18,19]. However, despite these advances, the precise molecular targets through which fucoxanthin exerts its hepatoprotective effects in MASH remain incompletely characterized, and its potential impact on hepatic fatty acid uptake has not been systematically investigated [20].

Early growth response protein 2 (EGR2) is a zinc finger transcription factor belonging to the immediate early gene family that plays pivotal roles in cellular stress responses, differentiation, and metabolic regulation [21]. In metabolic inflammatory environments such as obesity and MASH, macrophages internalize surplus lipids and generate lipid droplets that serve dual roles as lipid reservoirs and hubs for inflammatory mediator production [22]. Recent findings demonstrate that O-glycosylation of EGR2 at Ser299 in tumor-associated macrophages (TAMs) potentiates its transcriptional activity, driving GM-CSF-mediated pro-inflammatory macrophage differentiation [23]. This chronic inflammatory cascade accelerates lipid droplet formation in metabolic tissues (adipose and liver), creating a self-sustaining cycle between lipid dysregulation and inflammatory signaling [24]. EGR2 has been implicated in the regulation of phosphoinositide 3-kinase (PI3K)/Akt signaling [25], a critical pathway that orchestrates adipogenesis via sterol regulatory element-binding protein 1 (SREBP-1)/fatty acid synthase (FASN)-mediated lipogenesis [26]. Thus, EGR2 may indirectly participate in lipid homeostasis by acting upon the initiation stage of de novo fat production. Furthermore, EGR2 has been implicated in the development of insulin resistance and systemic metabolic dysfunction [27]. However, whether EGR2 represents a druggable target for MASH therapy and whether natural products such as fucoxanthin modulate the EGR2-CD36 axis to ameliorate hepatic steatosis remain unknown.

In this study, we employed integrated multi-omics approaches and functional genomics to systematically investigate the molecular mechanism of fucoxanthin in MASH. Using FFA-induced hepatocyte models derived from both human (HepG2 and Hep3B) and murine (AML12) origins, we demonstrate that fucoxanthin specifically suppresses fatty acid uptake and transport by downregulating CD36 expression, without affecting TG degradation pathways. Through transcriptomic profiling and bioinformatic analysis, we identify EGR2 as a master regulator of fucoxanthin’s action. Functional validation reveals that EGR2 overexpression completely abolishes fucoxanthin’s lipid-lowering effects and restores CD36 expression, establishing the EGR2-CD36 axis as the critical mechanism underlying fucoxanthin’s therapeutic efficacy. Our findings not only advance the understanding of fucoxanthin’s molecular mechanism but also position EGR2 as a novel therapeutic target for MASH, providing a mechanistic rationale for further preclinical development of fucoxanthin-based interventions.

## 2. Results

### 2.1. Effect of FUCO on Lipid Accumulation in FFA-Treated HepG2 and Hep3B Cells

To determine the non-toxic concentration range, hepatocyte viability was assessed by CCK-8 assay following 48 h of FUCO exposure (Figure 1A), as well as following 48 h of Resmetirom treatment (Figure S1A). To evaluate the therapeutic potential of FUCO against MASH, we established an FFA-induced Hep3B cell model. Cell viability was first confirmed in FUCO-treated Hep3B (Figure 1B) and HepG2 (Figure 1C) cells with or without FFA co-treatment, validating the safety of selected concentrations. Nile red staining revealed that FUCO significantly reduced lipid accumulation in FFA-treated cells in a dose-dependent manner (Figure 1D,F). This finding was corroborated by TG quantification in both cell lines (Figure 1E,G). Together, these results demonstrate that FUCO effectively attenuates FFA-induced lipid accumulation in hepatocytes.

### 2.2. Effect of FUCO on Lipid Accumulation in Murine Hepatocytes

To further evaluate the therapeutic efficacy of FUCO against MASH, we first assessed the viability of AML12 cells (a normal murine hepatocyte line) using the CCK-8 assay to determine non-toxic concentrations (Figure 2A). Cell viability was subsequently re-assessed in FUCO-treated AML12 cells with or without FFA exposure, confirming the safety of selected doses for subsequent experiments (Figure 2B). The lipid-lowering efficacy of FUCO was further validated by measuring TG levels in these cells (Figure 2C). Collectively, these findings demonstrate that FUCO exerts a direct protective effect on murine hepatocytes.

### 2.3. FUCO Alleviates FFA-Induced Steatosis and Inflammatory Responses in Hepatocytes and THLE2 Cells

Although fucoxanthin has demonstrated hepatoprotective effects in preclinical studies [28,29] and has shown therapeutic promise against MASLD in both human [19,30] and animal models [28,31], its underlying mechanism of action remains to be fully clarified. Here, we showed that FUCO attenuated FFA-induced hepatocellular steatosis and inflammatory responses in Hep3B and AML12 cells by modulating the expression of lipid metabolism-related genes and proteins at both transcriptional and protein levels (Figure 3A–D). In parallel, FUCO significantly reduced the expression of inflammatory markers in FFA-treated Hep3B and AML12 cells after 24 h of treatment (Figure 3E,F), indicating that FUCO alleviates both lipid accumulation and inflammatory responses in hepatocytes.

To address the concern that these effects might be specific to hepatocellular carcinoma-derived cell lines, we further validated FUCO in THLE2 cells, a non-tumorigenic human hepatic cell line. As shown in Figure S2, FUCO reduced the FFA-induced mRNA expression of lipogenic genes, including ACC1, FASN, and CD36, suppressed the inflammatory genes CCL2 and IL-6, and decreased the protein levels of PLIN2, PCSK9, and SREBP1. These findings support the notion that FUCO exerts similar protective effects in a more physiologically relevant hepatic model.

### 2.4. FUCO Inhibits the Uptake and Transport of FFA in Hepatocytes

Given the regulatory role of FUCO in hepatic lipid metabolism, we investigated its impact on intracellular lipid droplet accumulation. First, we determined the specific stage of lipid droplet accumulation targeted by FUCO. Hep3B cells were pretreated with FUCO for 12 h, followed by FFA stimulation for 24 h. Intracellular TG levels were measured following cycloheximide (CHX) treatment at a concentration determined by CCK-8 assay (Figure S1B). No significant difference in TG half-life was observed between the FUCO-treated and control groups (Figure 4A), implying that fucoxanthin does not modulate intracellular TG degradation. Next, we investigated the impact of FUCO on TG synthesis. Intracellular TG levels were measured following tyloxapol treatment, a lipoprotein lipase inhibitor that binds to lipase to block triglyceride hydrolysis, at a concentration determined by CCK-8 assay (Figure S1B) [32]. Fucoxanthin treatment significantly lowered TG synthesis rates versus the control group (Figure 4B), demonstrating its inhibitory effect on intracellular TG synthesis.

The process of TG synthesis encompasses four stages: fatty acid uptake and transport, β-oxidation, de novo lipogenesis, and final esterification to TG by enzymes localized in the endoplasmic reticulum [33,34]. We thus explored which TG synthesis stage FUCO influenced. FUCO and FFA were treated in Hep3B cells. The protein levels that involved the four stages of TG synthesis showed that the levels of protein involved with FA esterified to TG (such as the endoplasmic reticulum-bound stearoyl-CoA desaturase 1 (SCD1) and diacylglycerol acyltransferase 2 (DGAT2)) (Figure 4C), with FA de novo lipogenesis (such as long-chain fatty-acid-coenzyme A ligase 1 (ACSL1), fatty acid synthase (FASN)) (Figure 4D), FA β-oxidation (such as carnitine Palmitoyl transferase 1 alpha (CPT1A), and acetyl Co-A carboxylase 1 (ACC1)) (Figure 4E), and FA uptake and transport (such as fatty acid binding protein 1 (FABP1), with cluster of differentiation 36 (CD36)) decreased in the FUCO-treated Hep3B cells in dose-dependent manners.

Similarly, CD36, along with TG deposition-related proteins, such as PLIN2 (Figure 3B), were decreased in AML12 cells with FFA- and FUCO-treated groups compared to the control, suggesting that FUCO decreases the level of CD36 protein and thus may influence TG synthesis by inhibiting FA uptake and transport. Indeed, examination of FA uptake and transport discovered that FUCO treatment in Hep3B cells led to a significant reduction in FA absorption (Figure 4G), and the consequences may cause a decrease in the protein levels of enzymes involved with FA β-oxidation (Figure 4E), FA de novo lipogenesis (Figure 4D), and FA esterified to TG (Figure 4C), which are the TG synthesis stages after FA uptake and transport. These results collectively indicate that downregulation of CD36 by FUCO may lead to inhibition of the uptake and transport of FA.

### 2.5. FUCO Attenuates the Cellular Model of Steatosis in FFA-Treated Hepatocytes Through Downregulating EGR2

To elucidate the molecular mechanisms underlying the anti-steatotic effects of FUCO, we performed RNA sequencing (RNA-seq) analysis to compare the transcriptomic profiles of the control, FFA-induced steatosis model, and FUCO-treated groups. 

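Hep3B is a human hepatoma cell line. Its cells were sequenced in 6 groups of 3 libraries: the control (Con), the FFA-induced model, FFA with FUCO at 0.5, 1 or 2 μM, and FFA with Resmetirom (RES), the positive control of other experiments in the paper. The RES libraries do not appear in Figure 5. That their cells also received FFA is taken from the paper's other experiments and is not stated for these libraries. The authors enriched polyadenylated RNA, trimmed the paired-end reads with fastp, aligned them to GRCh38.p14 with STAR and counted them per gene with featureCounts. They deposited the counts without normalization, listed by gene symbol. The paper's text does not state whether the counting used the strand, how reads with several matches were counted, or the FFA concentration and treatment times of these libraries. Each library held between 16916688 and 23083498 counts. The median was 18325053 in Con, 18555921 in the model, 18051482, 18471696 and 17148912 at 0.5, 1 and 2 μM FUCO, and 19904518 with RES. Of 36684 gene symbols, 14557 passed edgeR's filter on low counts and were tested, and these hold 99.9% of all counts. All 18 libraries were fitted together with edgeR's quasi-likelihood method after TMM normalization. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the paper's methods. Levels are given as CPM (counts scaled to a common library size after TMM normalization), as mean ± SD of 3 libraries.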

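Between the model and control groups, 284 genes were DEGs, 179 of them higher and 105 lower in the model. For 5203 genes (35.7% of those tested) the 3 libraries of one group all lay above the 3 of the other, against 10% by chance. The count rose the most without the fold change threshold, to 2555 genes, 1227 higher and 1328 lower. When the fold change itself was tested against the threshold with edgeR's glmTreat, 24 DEGs were left. LCN2 rose the most among the DEGs with a mean of at least 1 CPM over all 18 libraries and no overlap between groups, from 0.213 ± 0.185 CPM in Con to 5.86 ± 1.56 CPM in the model. Its log2 fold change was 4.76 (SE 0.44, adjusted p = 6.30e-08 from edgeR's quasi-likelihood test) and 5.63 without Con replicate 2, since its control counts were 1, 7 and 3. MT2A, a metallothionein whose reads can match its paralogs, had control counts of 1, 0 and 1 and was at least 4.72-fold higher in the model. MTNR1A rose by a log2 fold change of 3.49 (SE 0.36, adjusted p = 2.33e-07), or 4.15 without Con replicate 1. The largest falls within the same limits were those of CYP3A7 (log2 fold change −2.47, SE 0.26, adjusted p = 3.93e-07), LBHD1 (−2.38, SE 0.18, adjusted p = 3.15e-09) and ACSS2 (−2.32, SE 0.18, adjusted p = 3.15e-09), each lower in all 3 model libraries. CYP3A7 has close paralogs and overlaps ZSCAN25, and LBHD1 overlaps CSKMT and UQCC3, so their reads are uncertain.

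With 1 μM FUCO, 72 genes were DEGs against the model, 6 higher and 66 lower. At 0.5 μM there were 39, all lower, and at 2 μM there were 233, of which 127 were higher and 106 lower. The groups did not overlap for 3397 genes (23.3%) at 1 μM. Among the DEGs with a mean of at least 1 CPM and no overlap, EGR2 fell the most at 1 μM. KLF2 fell by 2.74 on the log2 scale (SE 0.19, adjusted p = 4.35e-10) and EID3, which lies inside TXNRD1, by 2.71 (SE 0.39, adjusted p = 8.58e-05 from the same edgeR test). The largest rises within these limits were those of MT2A (log2 fold change 2.54, SE 0.40, adjusted p = 0.000255), HSPA6 (1.57, SE 0.30, adjusted p = 0.00246) and AHRR (1.30, SE 0.34, adjusted p = 0.0328). HSPA6 shares sequence with other HSP70 genes. The call on AHRR was lost in each of 5 fits that left out 1 library, with an adjusted p of up to 0.191 without Model replicate 2. At 2 μM, MT2A rose by 5.26 (SE 0.33, adjusted p = 2.05e-10), HSPA6 by 3.84 (SE 0.24, adjusted p = 2.05e-10) and TERT by 2.33 (SE 0.35, adjusted p = 4.50e-05), the last by 2.97 without Model replicate 2. After EGR2, the largest falls within the same limits at 2 μM were those of KLF2 (log2 fold change −2.12, SE 0.18, adjusted p = 2.06e-08) and ARRDC4 (−1.83, SE 0.41, adjusted p = 0.00258). Every DEG named here was separated between its groups in all 6 libraries.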

As shown in Figure 5A, 106 mRNAs were differentially expressed in the livers of the model and control groups, and 76 were differentially expressed between the FUCO-1 and model groups (Figure 5B). A Venn diagram was used to summarize the differentially expressed mRNAs among groups, and three overlapping mRNAs were identified (Figure 5C). 

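CCN2, EGR2 and NR4A1 were the 3 genes in all 4 lists of DEGs, each higher in the model than in Con and lower than the model at every dose of FUCO. The 4 comparisons share the model libraries, so counts of unchanged FUCO groups were simulated from the model's means. The simulated FUCO lists held 0 DEGs in each of 100 draws, so lists of the observed sizes were also taken by rank of p alone, a test chosen after the results were seen. Taken this way, the 4 lists shared 9 genes, against 0 to 3 in the draws. The draws hold no FUCO effect. They therefore cannot show how many genes would be shared if FUCO acted on genes unrelated to the change in the model. Leaving out the fold change threshold raised the number in all 4 lists of DEGs most, to 69 genes, and glmTreat lowered it to 0. It was 7 without Con replicate 1, with CCN1, CGA, KLF2 and NR4A1AS added, and 6 without FUCO-2 replicate 2, with CXCL2, CXCL8 and MT2A added. Without Con replicate 3 it was 2, since the log2 fold change of NR4A1 in the model was then 0.99.

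CCN2 (chromosome 6, 131948176 to 131951372 of GRCh38.p14) had 329 ± 3.31 CPM in Con and 775 ± 30.9 CPM in the model, a log2 fold change of 1.24 (SE 0.087, adjusted p = 1.01e-09 from edgeR's quasi-likelihood test). With FUCO it had 306 ± 30.4, 252 ± 36.1 and 345 ± 22.4 CPM at 0.5, 1 and 2 μM, and at each dose all 3 libraries lay below the model. The log2 fold change against the model was −1.62 at 1 μM (SE 0.088, adjusted p = 9.27e-12) and −1.17 at 2 μM (SE 0.087, adjusted p = 2.54e-09). NR4A1 lies on chromosome 12 from 52022832 to 52059503 and overlaps the long non-coding RNA NR4A1AS, so its reads are uncertain. Its level was 32.6 ± 3.38 CPM in Con, 67.2 ± 2.26 in the model, and 27.7 ± 8.41, 16.2 ± 0.0946 and 29.4 ± 8.63 CPM at 0.5, 1 and 2 μM FUCO. The log2 fold change was 1.04 in the model (SE 0.16, adjusted p = 4.69e-05) and −2.05 with 1 μM FUCO against the model (SE 0.17, adjusted p = 5.01e-09).

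Of the 284 DEGs between model and control, 41 were also DEGs at 1 or more doses of FUCO. With the lists by rank, 40 of 45 shared genes (88.9%) went the opposite way at every dose whose list held them, a share within the 46.2% to 94.7% of the draws, in which the shared model libraries favor opposite directions. The lists of the 3 doses shared 14 genes, all lower than the model. Besides the 3 above they were ATF3, CCN1, CITED2, DUSP1, HES1, KLF2, KLF6, MIRLET7A1HG, PLK2, RARB and TSC22D3, named here after their values were seen. By rank the 3 lists shared 24 genes, against 0 to 6 in the draws, which hold no FUCO effect.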

As shown in Figure 5D,E, the differentially expressed genes of FUCO are highly involved in the MAPK signaling pathway and TGFβ signaling pathway, indicating that FUCO may alleviate fatty acid-induced lipid deposition and liver inflammation through EGR2. 

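KEGG was not used here. Instead, lists of genes written from general knowledge were tested with limma's camera at a preset correlation of 0.01, and p was adjusted over 10 lists within each comparison. EGR2, NR4A1 and CCN2 were left off these lists. The immediate early list holds 28 genes that growth factors and MAPK signaling induce quickly, of which 25 were tested. Against the model, 24 of the 25 were lower at 0.5 μM FUCO (median log2 fold change −0.81, adjusted p = 1.20e-43), 23 at 1 μM (−0.92, adjusted p = 1.95e-35) and 17 at 2 μM (−0.37, adjusted p = 0.000129). In the model, 16 of the 25 were higher than in Con (median 0.40, adjusted p = 0.00250). With the correlation estimated from the libraries, the adjusted p was 4.14e-06, 1.25e-05 and 0.0480 at the 3 doses, and the rise in the model was no longer past the threshold (0.0913). Under limma's fry each of these calls held.

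The TGFβ list holds 15 targets and regulators, of which 14 were tested. At 1 μM FUCO 11 of the 14 were lower than the model (median log2 fold change −0.14, camera adjusted p = 0.00114, and 0.0460 with the estimated correlation). At 0.5 μM 8 were lower (median −0.03, adjusted p = 0.0123), a call lost with the estimated correlation (0.1001) and without FUCO-0.5 replicate 1 (0.146). Neither 2 μM FUCO (median −0.07, adjusted p = 0.328) nor the model against Con (median −0.05, adjusted p = 0.775) passed, and the direction in the model reversed without Con replicate 1 (adjusted p = 0.904). Of 9 tested BMP targets, 7, 8 and 7 were lower at 0.5, 1 and 2 μM, with medians of −0.66, −1.06 and −0.78 (adjusted p = 2.85e-07, 1.20e-10 and 0.000228). The call at 2 μM was not past the threshold with the estimated correlation (0.0582). In the model the BMP list was not past it (median 0.05, adjusted p = 0.103), but it was under fry (0.0308) and without Con replicate 2 (0.0291) or Con replicate 3 (0.0206).

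**Figure D1:**
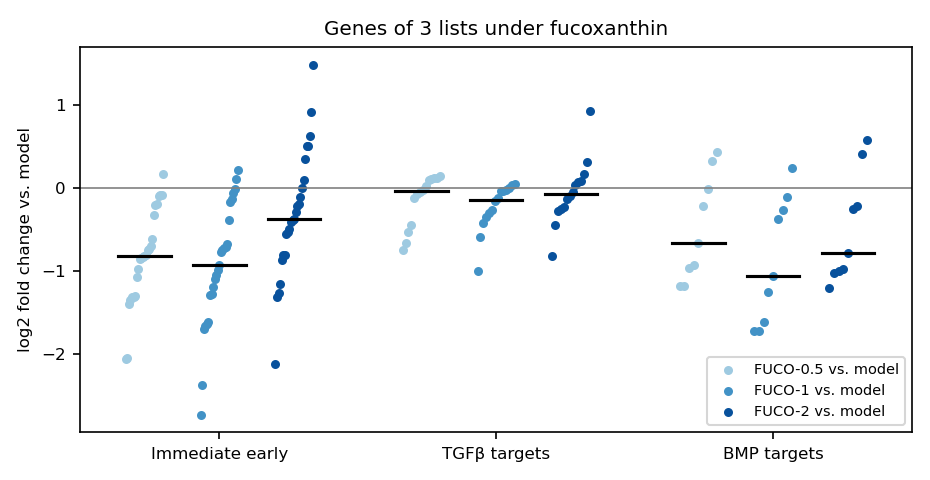
Log2 fold change against the model (vertical axis) of each tested gene of the immediate early, TGFβ and BMP lists at 0.5, 1 and 2 μM FUCO, with 1 point per gene and a black line at the median. Most immediate early genes lie below 0 at 0.5 and 1 μM, and the TGFβ genes lie on both sides of 0.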

Subsequently, qRT-PCR was performed to determine hepatocyte EGR2 expression in each group. EGR2 expression was dramatically increased in the model group, and FUCO-1 treatment significantly reversed this increase (Figure 5F), which was consistent with the detected data (Figure 5E). Therefore, EGR2 may be an important target of FUCO to improve lipid droplet deposition and inflammation in hepatocytes.

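EGR2 lies on chromosome 10 from 62811996 to 62819167 of GRCh38.p14 and encodes a zinc finger transcription factor. Its counts were 68, 41 and 41 in Con, 123, 107 and 157 in the model, 23, 18 and 13 at 0.5 μM FUCO, 14, 10 and 10 at 1 μM, and 25, 24 and 35 at 2 μM. After normalization this was 2.87 ± 0.929 CPM in Con, 7.07 ± 1.31 in the model, and 0.976 ± 0.270, 0.604 ± 0.0786 and 1.58 ± 0.393 CPM at 0.5, 1 and 2 μM FUCO. The log2 fold change in the model was 1.30 (SE 0.21, adjusted p = 0.000101 from edgeR's quasi-likelihood test), and all 3 model libraries lay above all 3 control libraries. FUCO at 0.5, 1 and 2 μM changed the level in the model by log2 fold changes of −2.85 (SE 0.25, adjusted p = 4.32e-08), −3.53 (SE 0.27, adjusted p = 2.25e-09) and −2.16 (SE 0.23, adjusted p = 4.88e-07), with every FUCO library below every model library. The mean with FUCO was 13.8%, 8.54% and 22.4% of the model's, against 40.5% in Con. The level at 2 μM was higher than at 1 μM (log2 fold change 1.37, SE 0.34, adjusted p = 0.0174), and the levels at 1 and 0.5 μM were not shown to differ (log2 fold change −0.68, adjusted p = 0.525). From the rise in the model and its reversal by FUCO-1, seen by RNA-seq and by qRT-PCR, the paper proposes EGR2 as an important target of FUCO against lipid droplet deposition and inflammation.

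**Figure D2:**
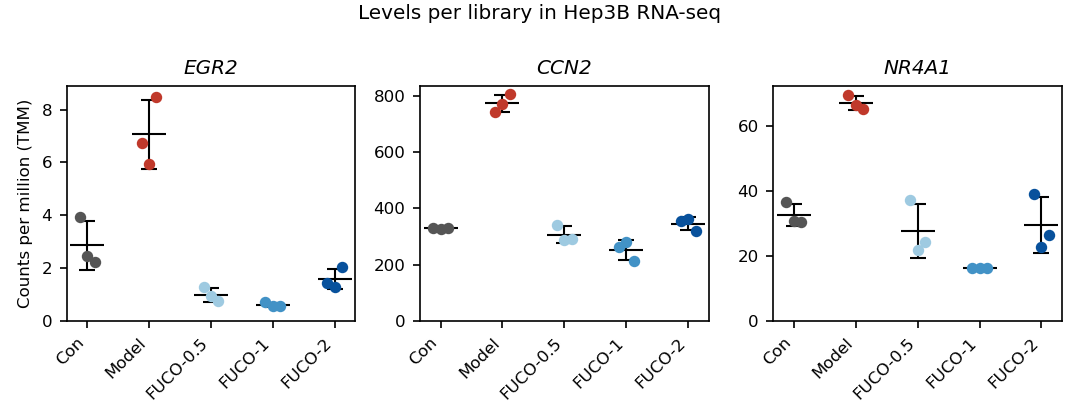
CPM of EGR2, CCN2 and NR4A1 (vertical axes, starting at 0) in the control, the model and the 3 FUCO groups, with 1 point per library and bars for the mean ± SD of 3 libraries. The model libraries lie above those of every other group shown for each gene, and the lowest mean is at 1 μM FUCO.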

### 2.6. FUCO Suppresses Fatty Acid Uptake via EGR2-Mediated Downregulation of CD36

We next sought to elucidate the molecular mechanisms underlying the protective effects of FUCO against MASH-related cellular phenotypes. Hep3B cells were transfected with overexpression plasmids for CCN2, NR4A1, or EGR2 and subsequently treated with FFA. Intracellular TG levels were significantly reduced in the empty vector group upon FUCO treatment. In contrast, TG levels in cells overexpressing CCN2 (Figure 6A,D) or NR4A1 (Figure 6B,E) remained comparable to those in the empty vector plus FUCO cotreatment group, indicating that the lipid-lowering effect of FUCO is not primarily mediated by CCN2 or NR4A1. Notably, EGR2 overexpression markedly attenuated the lipid-lowering effect of FUCO (Figure 6C,F), suggesting that EGR2 may be involved in FUCO-mediated suppression of lipid accumulation.

To further validate the role of EGR2 in FUCO action, we performed EGR2 loss-of-function experiments in THLE2 cells using three independent siRNAs. Among these, siEGR2-1 and siEGR2-3 efficiently reduced EGR2 mRNA expression, with siEGR2-1 showing the strongest silencing effect (Figure S3A). Consistent with the overexpression data, EGR2 knockdown significantly decreased intracellular TG content and CD36 mRNA expression (Figure S3B,C). Importantly, in EGR2-silenced cells, FUCO did not further reduce TG accumulation or CD36 expression to a statistically significant extent (TG, *p* = 0.72; CD36, *p* = 0.23), indicating that the inhibitory effect of FUCO on lipid accumulation and CD36 expression is attenuated when EGR2 is suppressed.

To explore the downstream mechanisms by which EGR2 regulates fatty acid metabolism, we performed STRING database analysis [35], which predicted that EGR2 may regulate CD36 through TNF and SREBF (Figure 6G). As shown in Figure 3B and Figure 4F,G, FUCO reduces fatty acid uptake and transport by inhibiting CD36 expression. Together, these findings support a model in which FUCO suppresses CD36 expression and reduces fatty acid uptake and transport, at least in part, through an EGR2-dependent mechanism. Thus, EGR2 emerges as an important mediator of FUCO action in the attenuation of FFA-induced hepatocellular lipid accumulation.

## 3. Materials and Methods

### 3.1. Cell Culture

The human hepatocyte HepG2 cells were obtained from the cryopreserved cell repository maintained in our laboratory [36]. The human hepatocyte Hep3B (CL-0102, Wuhan, China) and THLE2 (CL-0833, Wuhan, China) cells were purchased from Procell. The AML12 (alpha mouse liver 12) cells were kindly provided by Professor Er-fei Song (Institute of Metabolic Science, Science and Technology Innovation Center, Guangzhou University of Chinese Medicine, Guangzhou, China). HepG2 was cultured in Modified Eagle Medium (MEM) (12571063, Gibco, Grand Island, NY, USA) containing 10% fetal bovine serum (A5256701, Gibco, USA) and 1% penicillin/streptomycin (P/S) (15140122, Gibco, USA). Hep3B cells were cultured with MEM, 10% FBS, 1% non-essential Amino Acid (NEAA) (C0332, beyotime, Shanghai, China), and 1% P/S. AML12 cells were cultured in AML12 Cell Complete Medium (CM-0602, Procell, Wuhan, China). THLE2 cells were cultured in THLE2 Cell Complete Medium (CM-0833, Procell, Wuhan, China). All cell lines were cultured at 37 °C with 5% CO_2_.

### 3.2. Cytotoxicity Assay

The cytotoxicity of fucoxanthin (FUCO, Demeter biotech, Zhuhai, China), cycloheximide (CHX, T1225, TagerMol, Shanghai, China), and tyloxapol (TLP, T0307, TagerMol, China) in cells was assayed using the cell counting kit (CCK-8, K1018, Apexbio, Houston, TX, USA) staining method [37]. In brief, HepG2, Hep3B, or AML12 cells (1 × 10^4^ cells per well) were seeded in 96-well plates overnight at 37 °C under 5% CO_2_. The media was removed, and serial two-fold dilutions of FUCO, CHX, Resmetirom, or TLP were applied for 48 h. After incubation at the corresponding time, 10 μL of CCK-8 was added to each well and incubated at 37 °C for 1–2 h. The solution absorbance was measured at 450 nm using BioTek Synergy HTX (S1LFA-SN, Agilent, Santa Clara, CA, USA). Resmetirom (RES, T3595, TagerMol, Shanghai, China) served as the positive control in all pharmacological testing experiments.

### 3.3. Nile Red Staining

HepG2 or Hep3B cells were plated on cell-climbing slices (YA0350, Solarbio, Beijing China) pre-coated with rat tail collagen in 6-well plates and then treated with 200 µM of FFA for 24 h. The FFA mixture consisted of oleic acid (OA) and palmitic acid (PA) at a 2:1 molar ratio (8 mM OA and 4 mM PA), which was dissolved in 10% fatty acid-free bovine serum albumin (BSA) to facilitate fatty acid uptake. Then, the cells were fixed with 3% paraformaldehyde and permeabilized with 0.5% Triton X-100 (ST1723, Beyotime, China). Nile Red (19123, sigma, St. Louis, MO, USA) solution at 10 μM was added to incubate for 10 min. Then, the cells were washed with PBS (BL302A, Biosharp, Hefei, China), sealed by mounting the medium supplied with DAPI (ZLI-9557, ZSGB-BIO, Beijing, China) staining solution, and dried in the dark. The images were acquired using a confocal microscope (FV4000, Olympus, Tokyo, Japan) at a magnification of 40×. The fraction of cells with LD was quantified by image J.

### 3.4. RNA Sequencing and Analysis

Total RNA was extracted from Hep3B cells, and 1 μg per sample was used for mRNA library preparation with polyA enrichment. Three biological replicates per condition were sequenced on an Illumina NovaSeq X Plus/DNBSEQ T7 platform with paired-end 150 bp reads, generating an average of 15 million raw reads per sample. The quality of raw sequencing reads was verified using Fastp for quality control, adapter trimming, filtering, and base correction. Clean reads were aligned to the *Homo sapiens* reference genome GRCh38.p14 using STAR version 2.7.11b, with an average of 71% of clean reads uniquely mapped to the reference genome; the relatively lower assignment rate is attributable to the inclusion of comprehensive non-coding annotations in GENCODE v46. Gene-level quantification was performed using featureCounts from the R package Rsubread version 2.16.1. All samples originated from a single sequencing run, and principal component analysis revealed no evidence of batch effects; therefore, no batch correction was applied. 

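A principal component analysis of log2 CPM over the tested genes placed the 3 RES libraries apart from all others on the leading component, which holds 47.0% of the variance (−61.6 to −64.3 against −0.297 to 23.7). The next component holds 12.4% and separates Con from the FFA-treated groups. On it Con replicate 1 lay at 21.0, nearer to the model (−1.94 to −0.280) than Con replicates 2 and 3 (34.6 and 31.8). On the component that holds 5.01%, Con replicate 1 lay at 19.6 and the other two at −10.3 and −6.50. Other groups were also divided on it, with FUCO-2 replicate 1 at 11.0 against −10.7 and −7.93 and FUCO-1 replicate 3 at 14.7 against −1.43 and −5.92. Across genes, the mean correlation of Con replicate 1 was 0.989 with the other Con libraries and 0.988 with the model; genes are not independent replicates. Counts between replicates of one group varied by 2.34 (Con replicates 2 and 3) to 20.0 (FUCO-2 replicates 1 and 2) times the sampling noise, as chi-square per degree of freedom. Between Con replicate 1 and the other two it was 16.1 and 13.7. The labels name no batch per library.

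**Figure D3:**
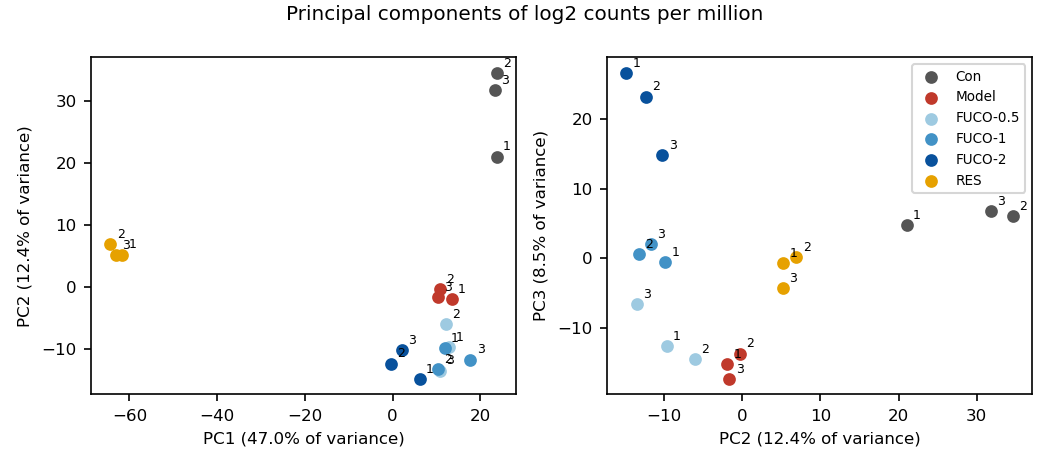
Scores of the 18 libraries on the leading 3 principal components of log2 CPM, each axis with its share of variance, 1 point per library, coloured by group and numbered by replicate. The RES libraries lie apart from the other 15 along the leading component.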

Normalization, differential expression analysis, and principal component analysis were performed using the R package DESeq2 v1.42.1. Specifically, raw counts were internally normalized by the median-of-ratios method to account for differences in library size and RNA composition, and count data were transformed using regularized logarithm (rlog, blind = FALSE) for downstream visualization. Differentially expressed genes (DEGs) were identified using the Wald test with Benjamini–Hochberg false discovery rate correction; genes with an adjusted *p*-value < 0.05 and |log_2_ fold change| > 1 were considered significant. KEGG pathway enrichment analysis of DEGs was performed using the clusterProfiler R package version 4.10.1, with gene ID conversion via the org.Hs.eg.db database, pathway enrichment based on the KEGG database, and visualization of enriched pathways using the ggplot2 plotting system. The RNA-seq data have been deposited in the GEO database under accession number GSE326385 (NCBI tracking system #25711093).

### 3.5. Quantitative Real-Time RT-PCR Analyses

Total RNA in cells was extracted using SteadyPure Universal RNA Extraction Kit II (AG21022, ACCURATE BIOLOGY, Changsha, China), according to the manufacturers’ instructions. Total RNA quality and concentrations were determined using a Nanodrop one (NanoDrop Inc., Wilmington, DE, USA). The RNA was quantified with one-step real-time quantitative reverse transcript PCR (qRT-PCR) using Evo M-MLV One Step RT-qPCR Kit (SYBR, AG11732, ACCURATE BIOLOGY, China). The expression of GAPDH was used as an internal control. Primer sequences are listed in Table S1.

### 3.6. Plasmid Construction and Transfection Assay

The full-length of CCN2 and NR4A1 were generated using standard PCR methods and primers (Table S2) and then subcloned into the corresponding pLV-CMV vectors. EGR2 plasmid was purchased from MIAOLING PLASMID (P94876, Wuhan, China). All plasmids were confirmed by sequencing. For overexpression of human protein, the plasmid was transfected into cells with PEI MAX^®^ Transfection Reagent (MW 40,000, 24765, polysciences, Warrington, PA, USA) in Opti-MEM (11058021, Gibco, Grand Island, NY, USA). After transfection of 48 h, intracellular proteins were detected by Western blot assay.

### 3.7. siRNA Transfection and FUCO Treatment

Three independent small interfering RNAs (siRNAs) targeting human EGR2 (siEGR2-1, siEGR2-2, and siEGR2-3) and a negative control siRNA (NC) were synthesized by Primerna Biochem Co., Ltd. (Shanghai, China). THLE2 cells were seeded in 6-well plates and transfected with NC or EGR2-specific siRNAs using Lipofectamine 2000 reagent (Mei5bio, MF135-01, Beijing, China), according to the manufacturer’s instructions. Briefly, cells were transfected with 50 pmol of siRNA per well and incubated for 6 h. The transfection medium was then replaced with complete medium either with or without FUCO (10 μM), and the cells were further cultured for 30 h. After treatment, cells were harvested for RNA extraction and intracellular triglyceride (TG) analysis.

### 3.8. TG Turnover and Secretion Assay

TG turnover assay was tested following the method previously described [38,39]. Briefly, Hep3B cells were treated with or without 1 µM of FUCO incubated for 12 h in based medium. Then, the cells were induced by 200 µM of FFA with or without 1 µM of FUCO. After 24 h, the medium was replaced with regular growth media containing 100 µg/mL of CHX. Intracellular TGs were extracted at designated times as indicated in the figure legends and quantified using detection kits (E1013, Applygen, Beijing, China). The protein contents in the cells were quantified using the Enhanced BCA Protein Assay Kit (P0010, Beyotime, Shanghai, China). The half-time of TGs was calculated based on the fitting curve. Similarly, we used the Hep3B cells to evaluate the TG secretion. After treatment with 1 µM of FUCO for 36 h, the cells were induced by 200 µM of FFA containing 50 µM of TLP. Intracellular TGs and protein contents were also detected to calculate the hepatic TG secretion based on the fitting curve.

### 3.9. Fatty Acid Uptake Assay

Fatty acid uptake activities were assessed using the Free Fatty Acid Uptake Assay Kit (ab287857, Abcam, Cambridge, UK), following the manufacturer’s instructions. Briefly, Hep3B cells were seeded in a 96-well plate, and treated with or without 10 µM of FUCO for 30 min. After washing with PBS, the cells were incubated in a serum-free medium for one hour, followed by treatment with a fluorescent fatty acid mixture for 30 min. Fluorescence intensity was measured using a microplate fluorescence reader at 485 nm/528 nm. The fluorescence signal of the control group was used as the baseline for relative quantification.

### 3.10. Western Blot Analyses

Total proteins from the mouse liver tissues and cells were, respectively, extracted using Protein Extraction Reagent (20118ES60, Yesen, Shanghai, China) supplemented with a protease and phosphatase inhibitor (P1045, Beyotime, Shanghai, China). Total protein content was quantified using the Enhanced BCA Protein Assay Kit. Protein samples were separated on 7.5% to 12.5% concentration SDS-PAGE gels (20325ES62, Yesen, Shanghai, China) and transferred onto PVDF membranes (IPVH00010; Millipore, Billerica, MA, USA). The membranes were then blocked with 5% non-fat powdered milk (M33421, Mei5bio, Beijing, China) in 1 × TBST (60145ES76, Yesen, Shanghai, China), and then incubated overnight at 4 °C with the respective primary antibodies listed in Table S3. After being washed with TBST, the membranes were incubated with HRP-conjugated secondary antibodies (AS014, ABclonal, Wuhan, China) for 1 h at room temperature. Protein expression signals were visualized using GelView 6000Plus (Biolight Biotechnology, Guangzhou, China), with β-actin as the internal control. The primary antibodies used in this study, along with their sources, catalog numbers, and dilution ratios, are listed in Table S3 in the Supplementary Materials.

### 3.11. Ethics Statement

This study used commercially available cell lines and did not involve any human participants, human tissues, or animal experiments. Therefore, no specific ethical approval was required.

### 3.12. Statistical Analyses

The data were presented as the mean ± Standard Error of the Mean (SEM) and representative figures. Statistical analysis was performed using SPSS17.0 or GraphPad Prism 8 (San Diego, CA, USA) and analyzed by Student’s *t*-test or analysis of variance (ANOVA) followed by Student–Newman–Keuls (SNK) post hoc tests. The value of statistical significance was set as *p* < 0.05.

## 4. Discussion

Metabolic dysfunction-associated steatotic liver disease (MASLD) is the most prevalent chronic liver disease globally, and its progressive form, MASH [40,41,42,43], remains therapeutically challenging despite the recent FDA approval of Resmetirom [5]. Fucoxanthin, a marine-derived carotenoid, has garnered attention for its lipid-lowering properties [44], but its precise molecular targets in MASH remain incompletely characterized. In this study, we used FFA-treated hepatocyte cell lines (HepG2, Hep3B, and AML12) as in vitro models of hepatocellular steatosis and lipid-induced inflammatory responses. While these models allow for mechanistic dissection of early lipid accumulation and selected inflammatory pathways, they do not recapitulate the full histopathological spectrum of MASH, which includes hepatocellular ballooning and fibrosis. Therefore, our conclusions are limited to the in vitro context and await validation in appropriate animal models. In this study, we provide compelling evidence that fucoxanthin suppresses FFA-induced hepatocellular lipid accumulation and inflammatory responses primarily through suppression of the EGR2-CD36 axis, thereby inhibiting fatty acid uptake and subsequent lipid accumulation (Figure 7).

Our investigation revealed that fucoxanthin treatment significantly reduced FFA-induced lipid accumulation in both human (HepG2, Hep3B) and murine (AML12) hepatocytes, without compromising cell viability. Notably, the reduction in hepatic TG content was not accompanied by compensatory inflammation, suggesting that fucoxanthin confers genuine protective effects rather than merely redistributing lipids. Notably, the lipid-lowering effect of FUCO appeared more pronounced in human hepatocyte-derived cell lines (HepG2 and Hep3B) compared to murine AML12 cells, even at lower concentrations. This differential sensitivity may reflect species-specific differences in fatty acid metabolism, CD36 expression and regulation, or the bioavailability of FUCO in hepatocytes of different origins. Additionally, the transformed nature of HepG2 and Hep3B cells, as opposed to the non-transformed phenotype of AML12 cells, may contribute to distinct metabolic and drug-response profiles. Future comparative studies using primary human and murine hepatocytes would be valuable to further clarify these species-specific effects. Mechanistic dissection demonstrated that fucoxanthin specifically targeted the fatty acid uptake and transport stage of TG synthesis, as evidenced by unchanged TG half-life but significantly reduced fatty acid absorption. This selective inhibition was mediated by downregulation of CD36, a key fatty acid translocase highly expressed in hepatocytes and implicated in MASLD pathogenesis [45,46].

The identification of EGR2 as the upstream regulator of fucoxanthin’s action represents a significant finding of this study. EGR2, a zinc finger transcription factor of the early growth response family, has been increasingly recognized as a critical mediator of metabolic homeostasis. Our transcriptomic analysis revealed dramatic EGR2 induction in FFA-treated hepatocytes, which was effectively reversed by fucoxanthin treatment. 

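Against Con rather than the model, EGR2 was lower with FUCO at 0.5 μM (log2 fold change −1.54, SE 0.28, adjusted p = 0.000306 from edgeR's quasi-likelihood test) and at 1 μM (−2.22, SE 0.31, adjusted p = 1.40e-05), in all 3 libraries of each dose. At 2 μM the log2 fold change against Con was −0.86 (SE 0.26, adjusted p = 0.0176). The call at 2 μM held in 21 of 26 alternative fits and was lost without Con replicate 1 (−0.56, adjusted p = 0.138), without FUCO-2 replicate 1 (0.0500) or replicate 2 (0.0866), and when only the 2 groups were fitted with edgeR (0.0580) or DESeq2 (0.0804). CCN2 was lower than Con at 1 μM (log2 fold change −0.39, adjusted p = 0.00271) but was not shown to differ at 0.5 μM (−0.10, adjusted p = 0.43) or 2 μM (0.07, adjusted p = 0.601). NR4A1 was also lower than Con at 1 μM (−1.01, adjusted p = 0.000139), without a difference past the threshold at 0.5 μM (−0.24, adjusted p = 0.321) or 2 μM (−0.15, adjusted p = 0.543). Without FUCO-0.5 replicate 1 the adjusted p of NR4A1 at 0.5 μM was 0.0228. At 2 μM it was 0.0483 without FUCO-2 replicate 1, and the direction reversed to 0.01 without FUCO-2 replicate 2. In the RES libraries EGR2 was at 5.59 ± 1.17 CPM (counts of 140, 125 and 94), with no detected difference from the model (log2 fold change −0.34, SE 0.19, adjusted p = 0.134) and a higher level than Con (0.96, SE 0.21, adjusted p = 0.000444). CCN2 was lower with RES than in the model (log2 fold change −0.49), a call that held in 26 of 26 alternative fits. NR4A1 was also lower (−0.45), in 23 of 26, with an adjusted p of up to 0.0801 without RES replicate 2.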

Functional validation through overexpression studies unequivocally established EGR2 as an essential mediator of fucoxanthin’s effects: while CCN2 and NR4A1 overexpression failed to modulate fucoxanthin’s lipid-lowering activity, EGR2 overexpression completely abolished its therapeutic efficacy. These findings position EGR2 as a novel and critical target for fucoxanthin in the context of MASH.

The Venn diagram analysis revealed a limited set of overlapping differentially expressed genes across the experimental groups. Among these, EGR2 emerged as a particularly significant target, as it was consistently upregulated by FFA stimulation and effectively suppressed by FUCO treatment. 

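The rise of EGR2 in the model passed both thresholds in all 26 alternative fits. Its log2 fold change stayed between 1.14 and 1.60 across the 18 fits that each left out 1 library, highest without Con replicate 1, and its adjusted p lay between 1.03e-10 and 0.00185 over all 26. The fall at 1 μM FUCO, from −3.64 to −3.37 across the 18 fits, and those at 0.5 and 2 μM also passed both thresholds in all 26. At the fold change itself, none of the 3 overlapping genes passed glmTreat in all 4 comparisons.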

The relatively small number of overlapping genes likely reflects the fact that FUCO exerts its effects through targeted modulation of key regulatory nodes (such as EGR2) rather than through broad, non-specific transcriptional changes. Furthermore, the non-overlapping differentially expressed genes were significantly enriched in pathways critical to MASH pathogenesis, including MAPK signaling and TGFβ signaling, suggesting that FUCO may also influence additional signaling cascades beyond the EGR2-CD36 axis. Collectively, these findings support the model that FUCO acts through a focused but mechanistically coherent transcriptional program to alleviate FFA-induced lipid accumulation and inflammation.

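At an adjusted p under 0.05 without the fold change threshold, 211 genes differed from the model at 0.5 μM FUCO, 467 at 1 μM and 2990 at 2 μM (edgeR's quasi-likelihood test). The groups did not overlap for 2847 genes (19.6%) at 0.5 μM and 5280 (36.3%) at 2 μM, where chance gives 10%. Against Con, the 3 doses had 347, 340 and 461 DEGs. Between 2 and 1 μM there were 84 DEGs. Between 1 and 0.5 μM there were 0, with 1557 genes at an unadjusted p under 0.05 where chance gives 728. GC content and transcript length explained 13.6% of the variance of that log2 fold change across genes, against 1.86% between 2 and 1 μM. A technical part in the excess of 1557 genes is therefore not excluded. Across all tested genes, the correlation of the log2 fold change in the model with that of FUCO against the model was −0.1926, −0.278 and −0.252 at 0.5, 1 and 2 μM. Because the model libraries enter both, simulated unchanged groups also gave negative values, from −0.273 to −0.1933 with a median of −0.227 at 0.5 μM, from −0.267 to −0.183 at 1 μM and from −0.263 to −0.184 at 2 μM. The value at 0.5 μM lay just above its simulated range, that at 1 μM below its range and that at 2 μM within it. With the model libraries divided between the 2 fold changes, the correlation was −0.0223, −0.128 and −0.150. These are correlations across genes, which are not independent replicates.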

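Of the 72 DEGs at 1 μM FUCO, 17 were also DEGs between model and control. Of the DEGs outside all other lists, 19 were found at 1 μM alone, 178 at 2 μM alone and 3 at 0.5 μM alone, the last being CCDC152, FST and IGFBP1, named here after their values were seen. Of 13 tested YAP targets, 11 were lower than the model at 0.5 μM (median log2 fold change −0.15, camera adjusted p = 2.74e-07) and all 13 at 1 μM (−0.20, adjusted p = 8.23e-09). At 2 μM this list did not pass (adjusted p = 0.175), except without FUCO-2 replicate 2 (0.0248). It was higher in the model than in Con (median 0.25, 10 of 13 genes, adjusted p = 0.00200), a call lost with the estimated correlation (0.161). A list of 8 tested retinoic acid targets passed at none of the 3 doses (adjusted p = 0.177, 0.178 and 0.478) or in the model (0.548). A list of 11 tested targets of xenobiotic receptors, which contains AHRR, did not pass at the 3 doses either (0.672, 0.283 and 0.33). In the model 10 of these 11 were higher (median 0.23, adjusted p = 0.0373), and this was lost with the estimated correlation (0.161), with at least 10 counts in every library (0.0761), and without Con replicate 2 (0.104), Con replicate 3 (0.0834) or Model replicate 1 (0.0594).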

The mechanistic link between EGR2 and CD36 was supported by bioinformatic analysis using the STRING database, which predicted regulatory connections through TNF and SREBF pathways. Experimentally, we demonstrated that fucoxanthin-mediated CD36 suppression was completely abrogated in EGR2-overexpressing cells, paralleling the loss of lipid-lowering effects. This establishes a coherent mechanistic framework wherein fucoxanthin suppresses EGR2 expression, thereby relieving EGR2-mediated CD36 suppression transcription and consequently reducing fatty acid uptake and hepatic lipid accumulation. This EGR2-CD36 axis represents a previously unrecognized mechanism of fucoxanthin action that may be therapeutically exploitable.

From a translational perspective, our findings carry significant implications. First, the identification of EGR2 as a molecular target provides a pharmacodynamic biomarker for monitoring fucoxanthin efficacy in clinical settings. Second, the demonstration that fucoxanthin acts through a specific molecular axis rather than pleiotropic effects supports its development as a mechanism-based therapeutic agent. Third, given the central role of CD36 in MASLD pathogenesis and its emergence as a therapeutic target [47,48], fucoxanthin represents a natural product-based approach to CD36 modulation with potentially favorable safety profiles compared to synthetic inhibitors [12,13].

Several limitations of this study should be acknowledged. First, our investigations were conducted exclusively in cell-based models, and validation in animal models of MASH and ultimately in human clinical trials will be essential. Second, while our loss-of-function and gain-of-function experiments provide strong genetic evidence supporting an EGR2-CD36 regulatory axis, they do not formally establish direct transcriptional regulation of CD36 by EGR2. The STRING-based bioinformatic predictions involving TNF and SREBF pathways are hypothesis-generating and require further validation using ChIP-qPCR, CD36 promoter luciferase reporter assays, and mutagenesis of putative EGR2 binding sites. Third, we acknowledge that FFA-treated hepatocyte models recapitulate hepatocellular lipid loading and selected inflammatory responses but do not reproduce the full histopathological spectrum of MASH, which requires steatosis, hepatocellular ballooning, inflammation, and fibrosis assessment. Fourth, the precise molecular mechanism by which fucoxanthin downregulates EGR2 expression—whether through direct transcriptional inhibition, modulation of upstream signaling pathways such as MAPK or TGFβ, or epigenetic mechanisms—requires further investigation.

In conclusion, this study establishes fucoxanthin as a promising candidate for further preclinical evaluation against MASH through its novel action on the EGR2-CD36 axis. By suppressing EGR2-mediated CD36 suppression, fucoxanthin specifically inhibits fatty acid uptake, thereby ameliorating hepatic steatosis and inflammation without provoking compensatory metabolic disturbances. These findings not only advance our understanding of fucoxanthin’s molecular mechanism but also highlight EGR2 as a potential therapeutic target for MASH. Future studies should focus on validating this mechanism in preclinical animal models and exploring the translational potential of fucoxanthin-based interventions for MASH patients.

## Figures and Tables

**Figure 1:**
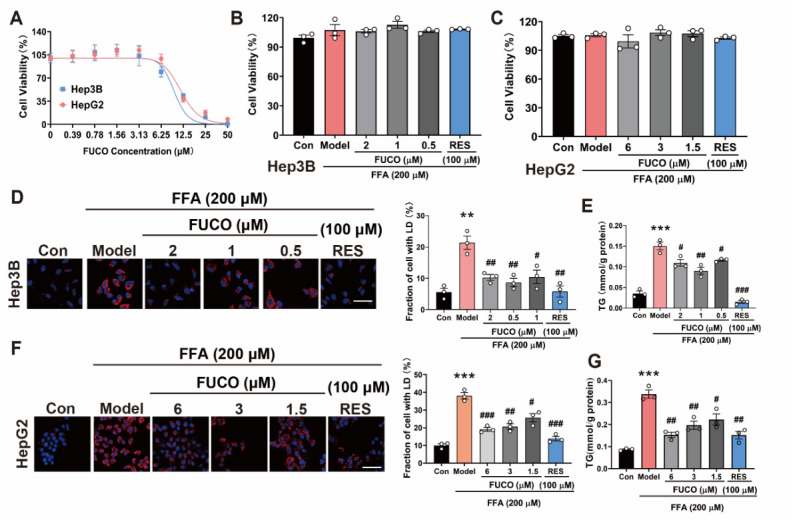
Effect of FUCO on lipid accumulation in FFA-treated HepG2 and Hep3B cells. (**A**) Cytotoxicity of fucoxanthin (FUCO) in Hep3B and HepG2 cells was assessed by CCK-8 assay following 48 h of exposure. (**B**,**C**) Cell viability of FUCO-treated Hep3B (2, 1, and 0.5 µM) and HepG2 (6, 3, and 1.5 µM) cells in the absence or presence of 200 µM of FFA for 48 h. (**D**,**F**) Lipid droplet (LD) deposition in FFA-stimulated Hep3B and HepG2 cells was assessed by Nile red staining (red); nuclei were counterstained with DAPI (blue). The fraction of LD-positive cells was quantified using Image J. Scale bar, 20 µm. (**E**,**G**) Intracellular triglyceride (TG) levels in Hep3B and HepG2 cells treated with FUCO for 12 h, followed by co-treatment with FFA and FUCO for 24 h. Experiments were performed in triplicate, and each value represents the mean ± SEM. ** *p* < 0.01, and *** *p* < 0.001 vs. the control; ^#^ *p* < 0.05, ^##^ *p* < 0.01, and ^###^ *p* < 0.001 vs. the model.

**Figure 2:**
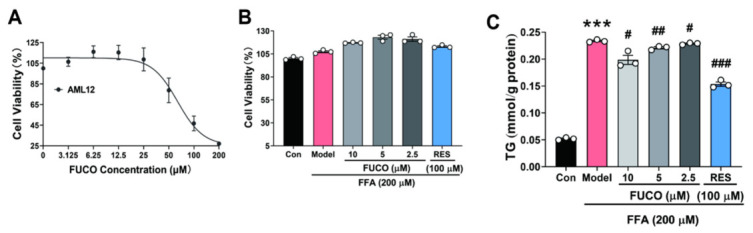
Effect of FUCO on lipid accumulation in murine hepatocytes. (**A**) Cytotoxicity of FUCO in AML12 cells was assessed by CCK-8 assay following 48 h of exposure. (**B**) Cell viability of AML12 cells treated with FUCO (10, 5, and 2.5 µM) in the absence or presence of 200 µM of FFA for 48 h. (**C**) TG level in AML12 cells treated with FUCO for 12 h, followed by co-treatment with FFA and FUCO for 24 h. Experiments were performed in triplicate, and each value represents the mean ± SEM. *** *p* < 0.001 vs. the control; ^#^ *p* < 0.05, ^##^ *p* < 0.01, and ^###^ *p* < 0.001 vs. the model.

**Figure 3:**
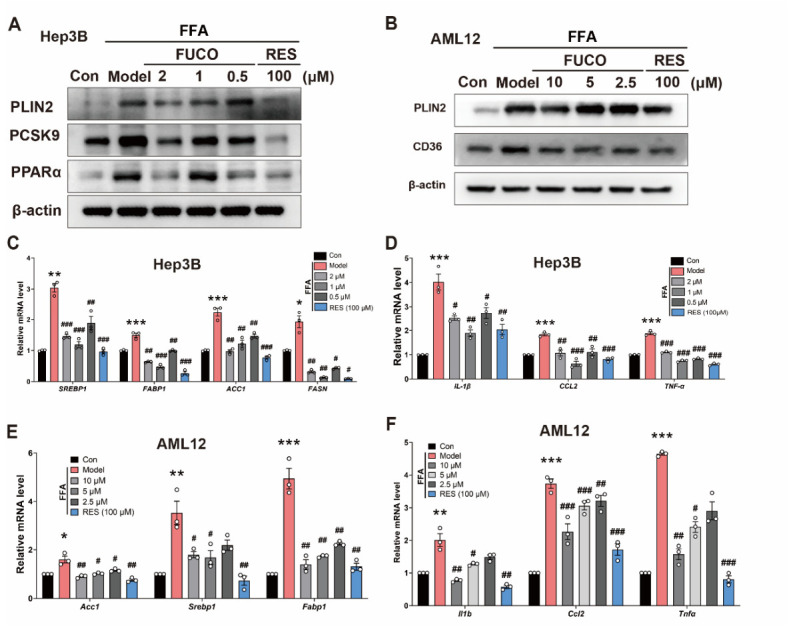
FUCO attenuates the cellular model of steatosis in FFA-treated hepatocytes through suppression of inflammation. (**A**–**D**) Expression of lipid-metabolizing enzymes at protein (Western blot, (**A**,**B**)) and mRNA (qRT-PCR, (**C**,**D**)) levels in Hep3B (**A**,**C**) and AML12 (**B**,**D**) cells. (**E**,**F**) Inflammatory marker mRNA levels in Hep3B (**E**) and AML12 (**F**) cells. Cells were pretreated with FUCO (12 h) prior to FFA and FUCO co-treatment (24 h). Experiments were performed in triplicate, and each value represents the mean ± SEM. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 vs. the control; ^#^ *p* < 0.05, ^##^ *p* < 0.01, and ^###^ *p* < 0.001 vs. the model.

**Figure 4:**
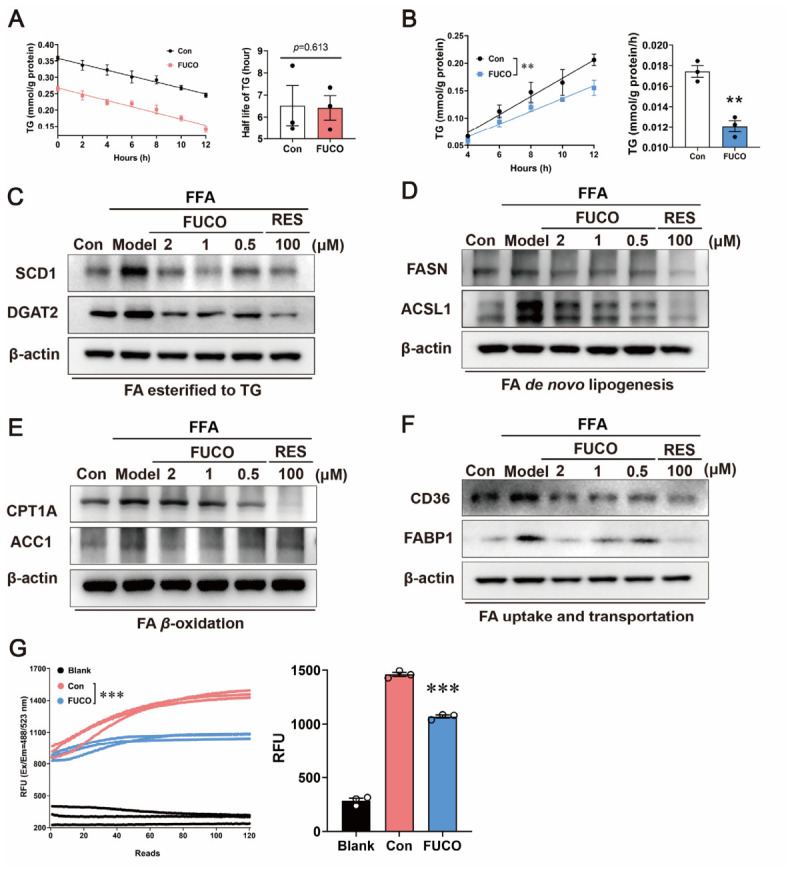
FUCO inhibits the uptake and transport of FFA in hepatocytes. (**A**,**B**) Half-life (**A**) and synthesis rate (**B**) of TG in Hep3B cells. (**C**–**F**) Protein levels detected by Western blot associated with FA esterified to TG (**C**), *de novo* lipogenesis (**D**), beta-oxidation (**E**), and uptake and transport (**F**) in Hep3B cells treated with FUCO and FFA. (**G**) FFA uptake and transport in Hep3B cells treated with FUCO. Experiments were performed in triplicate, and each value represents the mean ± SEM. ** *p* < 0.01, and *** *p* < 0.001 vs. the control.

**Figure 5:**
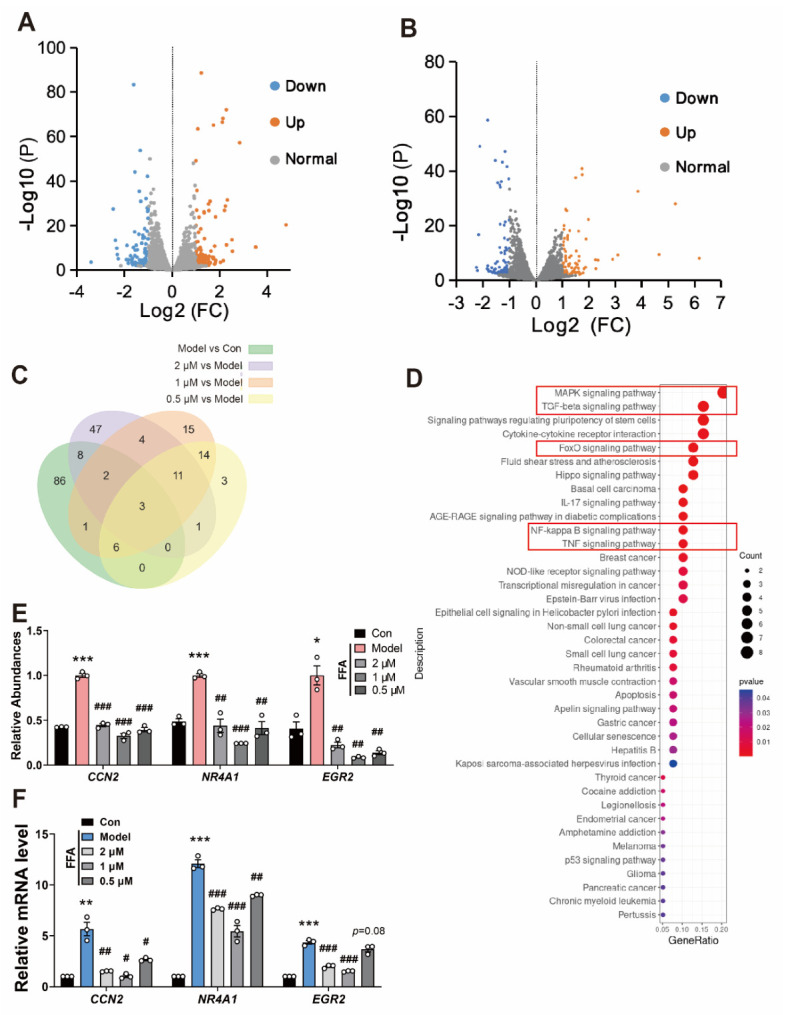
FUCO attenuates the cellular model of steatosis in FFA-treated hepatocytes through downregulation of EGR2. (**A**,**B**) Volcanic plots showing the analysis of different genes. (**C**) Venn diagram verifying different genes among groups. (**D**) KEGG signaling pathway analysis of differential genes. (**E**) Relative abundances of different genes. (**F**) mRNA levels quantified by qRT-PCR in Hep3B cells. The experiments were performed in triplicate, and each value represents the mean ± SEM. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 vs. the control; ^#^ *p* < 0.05, ^##^ *p* < 0.01, and ^###^ *p* < 0.001 vs. the model.

**Figure 6:**
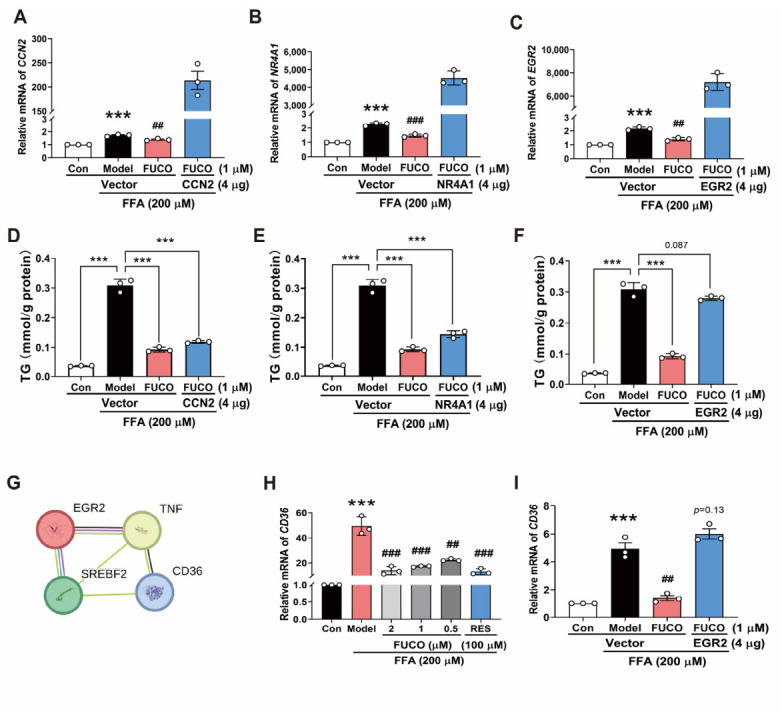
FUCO suppresses fatty acid uptake via EGR2-mediated downregulation of CD36. (**A**–**C**) RNA levels in Hep3B cells transfected with CCN2 (**A**), NR4A1 (**B**), and EGR2 (**C**) plasmid for 12 h and then treated with FFA for 24 h prior to treatment with FUCO for 12 h. (**D**–**F**) Intracellular TG levels in Hep3B cells transfected with CCN2 (**D**), NR4A1 (**E**), and EGR2 (**F**) plasmid for 12 h and then treated with FFA for 24 h prior to treatment with FUCO for 12 h. (**G**) The regulation of CD36 by EGR2 predicted in the STRING database. (**H**) CD36 mRNA levels treated with FUCO in Hep3B cells. (**I**) CD36 mRNA levels transfected with EGR2 in Hep3B cells. The experiments were performed in triplicate, and each value represents the mean ± SEM. *** *p* < 0.001 vs. the control; ^##^ *p* < 0.01, and ^###^ *p* < 0.001 vs. the model.

**Figure 7:**
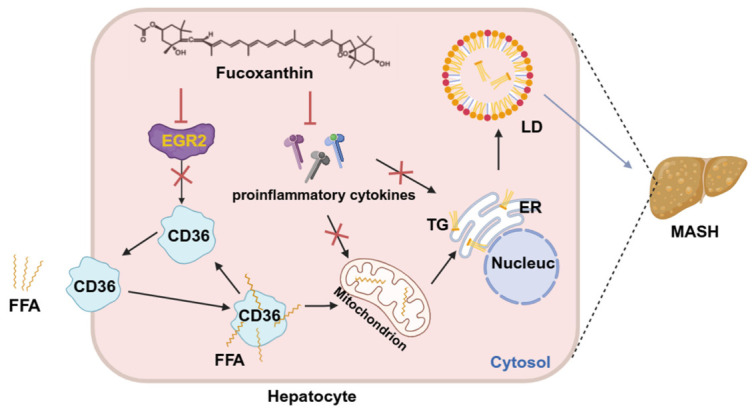
A schematic diagram depicting the mechanism of fucoxanthin in hepatic steatosis. Fucoxanthin suppresses EGR2 expression, thereby inhibiting CD36-mediated fatty acid uptake and transport in hepatocytes, consequently reducing intracellular triglyceride accumulation and ameliorating hepatic steatosis. Furthermore, fucoxanthin attenuates the production of pro-inflammatory cytokines, providing additional protection against MASH progression. FFA, free fatty acid; EGR2, early growth response protein 2; CD36, cluster of differentiation 36; TG, triglyceride; ER, endoplasmic reticulum; LD, lipid droplet; and MASH, metabolic dysfunction-associated steatohepatitis.

## Data Availability

Data will be made available upon request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/molecules31142423/s1, Figure S1: Cytotoxic effects of RES, TLP and CHX on different liver cell lines; Figure S2: FUCO attenuates lipid deposition in FFA-treated THLE2 cells by inhibiting inflammation; Figure S3: EGR2 is involved in FUCO-mediated suppression of CD36 expression and lipid accumulation in THLE2 cells; Table S1: qPCR Primer and siRNA sequence; Table S2: Primers for plasmid construction; Table S3: Antibody.

# Supplementary material for: Fucoxanthin Suppresses Lipid Accumulation and Inflammatory Responses in FFA-Induced Hepatocyte Models via the EGR2-CD36 Axis
**Source:** Molecules. 2026 Jul 10;31(14):2423. doi: 10.3390/molecules31142423
**Supplement:** Supplementary file 1

# Fucoxanthin suppresses lipid accumulation and inflammatory responses in FFA-induced hepatocyte models via the EGR2-CD36 axis

## 1. Materials and methods

**Table S1 qPCR Primer**

| GENE                |         | Primer (5'-3')             |
|---------------------|---------|----------------------------|
| Human <i>SREBP1</i> | Forward | TACCACCAGCGTCTACCATAGCC    |
|                     | Reverse | CTTGCGATGCCTCCAGAAGTACAC   |
| Human <i>FASN</i>   | Forward | ACAGCGGGGAATGGGTACT        |
|                     | Reverse | GACTGGTACAACGAGCGGAT       |
| Human <i>FABP1</i>  | Forward | TCGGAAATCGTGCAGAATGGGAAG   |
|                     | Reverse | TGGTGATTATGTCGCCGTTGAGTTC  |
| Human <i>ACCI</i>   | Forward | TGTCCTTCTCCTCCAACCTCAACC   |
|                     | Reverse | CTGCCAGCCTGTCATCCTCAATATC  |
| Human <i>CD36</i>   | Forward | GGCTGTCATTGGTGCTGTCCTG     |
|                     | Reverse | TGCTGCTGTTTCATCATCACTTCCTG |
| Human <i>CCL-2</i>  | Forward | CAGCCAGATGCAATCAATGCC      |
|                     | Reverse | TGGAATCCTGAACCCACTTCT      |
| Human <i>TNF-α</i>  | Forward | CAAGGACAGCAGAGGACCAG       |
|                     | Reverse | TGGCGTCTGAGGGTTGTTTT       |
| Human <i>IL-1</i>   | Forward | GCTCGCCAGTGAAATGATGG       |
|                     | Reverse | GGTGGTCGGAGATTCGTAGC       |
| Human <i>CCN2</i>   | Forward | TGGCCCAGACCCAACTATGA       |
|                     | Reverse | TTGGTAACCCGGGTGGAGAT       |
| Human <i>EGR2</i>   | Forward | ACCGCCTCCTCCTCCTTATT       |
|                     | Reverse | GGGTAGGCCAGAGAGGAAGA       |
| Human <i>NR4A1</i>  | Forward | CCCTGAAGTTGTTCCCCTCAC      |
|                     | Reverse | GCCCTCAAGGTGTGGAGAAG       |
| Human <i>GAPDH</i>  | Forward | GGGCTCTCCAGAACATCATCC      |
|                     | Reverse | GGTCCACCACTGACACGTTG       |
| Mus <i>Srebp1</i>   | Forward | TCATCAACAACCAAGACAGT       |
|                     | Reverse | GCCAGAGAAGCAGAAGAG         |
| Mus <i>Fabp1</i>    | Forward | GTCAAGGCAGTCGTCAAG         |
|                     | Reverse | TGGTATTGGTGATTGTGTCT       |
| Mus <i>Acc1</i>     | Forward | AGCAGTTACACCACATACAT       |
|                     | Reverse | TACCTCAATCTCAGCATAGC       |
| Mus <i>Il-1</i>     | Forward | CTTCAGGCAGGCAGTATC         |
|                     | Reverse | CAGCAGGTTATCATCATCATC      |
| Mus <i>Ccl-2</i>    | Forward | CAATGAGTAGGCTGGAGAG        |
|                     | Reverse | GAAGTGCTTGAGGTGGTT         |
| Mus <i>Tnf-α</i>    | Forward | GTGGAACTGGCAGAAGAG         |

|                  |         |                         |
|------------------|---------|-------------------------|
|                  | Reverse | GCTACAGGCTTGTCAC        |
|                  | Forward | CTCTGGAAAGCTGTGGCGTGATG |
| Mus <i>Gapdh</i> | Reverse | ATGCCAGTGAGCTTCCCCTTCAG |
| siNC             |         | UUCUCCGAACGUGUCACGU     |
| siEGR2_1         |         | UGACAUGACUGGAGAGAAG     |
| siEGR2_2         |         | GAGAAGAGGUCGUUGGAUC     |
| siEGR2_3         |         | CCAGAAGGCAUAAUCAUA      |

**Table S2 Primers for plasmid construction**

| Gene    | Species | F/R | Primer sequence (5'-3')                    |
|---------|---------|-----|--------------------------------------------|
| pLV CMV |         | F   | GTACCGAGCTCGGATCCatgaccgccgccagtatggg      |
| -CCN2-  | Homo    |     | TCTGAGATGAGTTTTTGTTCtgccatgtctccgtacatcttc |
| Myc     |         | R   | c                                          |
| PLV CMV |         | F   | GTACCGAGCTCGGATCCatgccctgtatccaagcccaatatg |
| -NR4A1- | Homo    |     | g                                          |
| Myc     |         | R   | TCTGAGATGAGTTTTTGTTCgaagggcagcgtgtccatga   |

**Table S3 Antibody**

| Antibody                                       | Cat No. | Manufacturer              | MW (kDa) |
|------------------------------------------------|---------|---------------------------|----------|
| Anti- $\beta$ -actin mAb                       | 4967    | Cell Signaling Technology | 45       |
| Anti- CD36 mAb                                 | A26251  | ABclonal                  | 70       |
| Anti- Fatty Acid Synthase<br>(FASN) Rabbit mAb | A19050  | ABclonal                  | 273      |
| Anti- SCD1 Rabbit mAb                          | A26246  | ABclonal                  | 42       |
| Anti- FABP1 Rabbit mAb                         | A11213  | ABclonal                  | 14       |
| Anti- CPT1A Rabbit mAb                         | A27657  | ABclonal                  | 88       |
| Anti- ACC1 Rabbit mAb                          | A19627  | ABclonal                  | 266      |
| Anti- ACSL1 Rabbit mAb                         | A26078  | ABclonal                  | 78       |
| Anti- PPAR $\alpha$ Rabbit mAb                 | A25296  | ABclonal                  | 52       |

|                                                     |          |                           |    |
|-----------------------------------------------------|----------|---------------------------|----|
| Anti- DGAT2 Rabbit Polyclonal<br>Antibody           | ER60651  | HUABIO                    | 42 |
| Anti- PCSK9 (D5K4S) Rabbit<br>Monoclonal Antibody   | 55728    | cell Signaling Technology | 65 |
| Anti- Anti-Perilipin 2 Antibody                     | ab108323 | Abcam                     | 48 |
| Anti- HRP-conjugated Goat anti-<br>Rabbit IgG (H+L) | AS014    | ABclonal                  | -  |

## Supplement figures

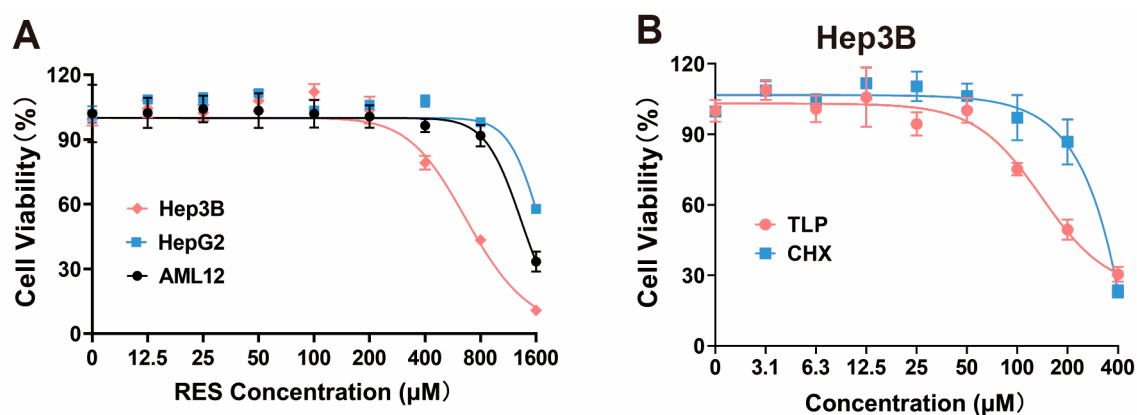

**Fig S1. Fucoxanthin ameliorates metabolic dysfunction-associated steatohepatitis via suppression of CD36-driven fatty acid uptake. (A)** Cytotoxicity of RES in Hep3B, HepG2 and AML12 cells were assessed by CCK-8 assay following 48-hour exposure. **(B)** Cell viability of Hep3B cells treated with TLP and CHX for 48 hours.

**Fig. S2: FUCO attenuates lipid deposition in FFA treated THLE cells by inhibiting inflammation.**

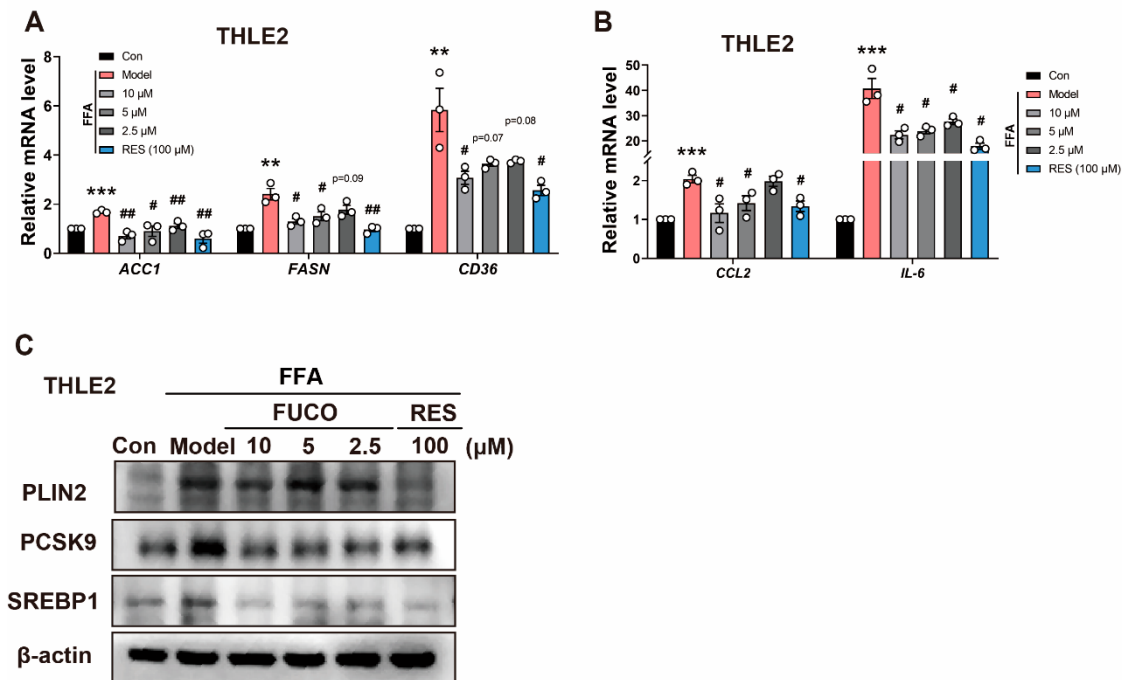

**Fig. S2. FUCO attenuates lipid deposition in FFA-treated THLE2 cells by inhibiting inflammation.**(A, B) THLE2 cells were treated with free fatty acids (FFA, model group) and then exposed to different concentrations of FUCO (10, 5, and 2.5  $\mu$ M) or Resmetirom (RES, 100  $\mu$ g/mL). The mRNA levels of lipid metabolism-related genes, including ACC1, FASN, and CD36 (A), and inflammation-related genes, including CCL2 and IL-6 (B), were determined by qRT-PCR.(C) Protein expression levels of PLIN2, PCSK9, and SREBP1 in THLE2 cells after the indicated treatments were analyzed by Western blotting.  $\beta$ -actin was used as the loading control. Data are presented as the mean  $\pm$  SEM. \* $P$  < 0.05, \*\* $P$  < 0.01, \*\*\* $P$  < 0.001 vs. con; # $P$  < 0.05, ## $P$  < 0.01 vs. model group.

**Fig. S3: EGR2 is involved in FUCO-mediated suppression of CD36 expression and lipid accumulation in THLE2 cells**

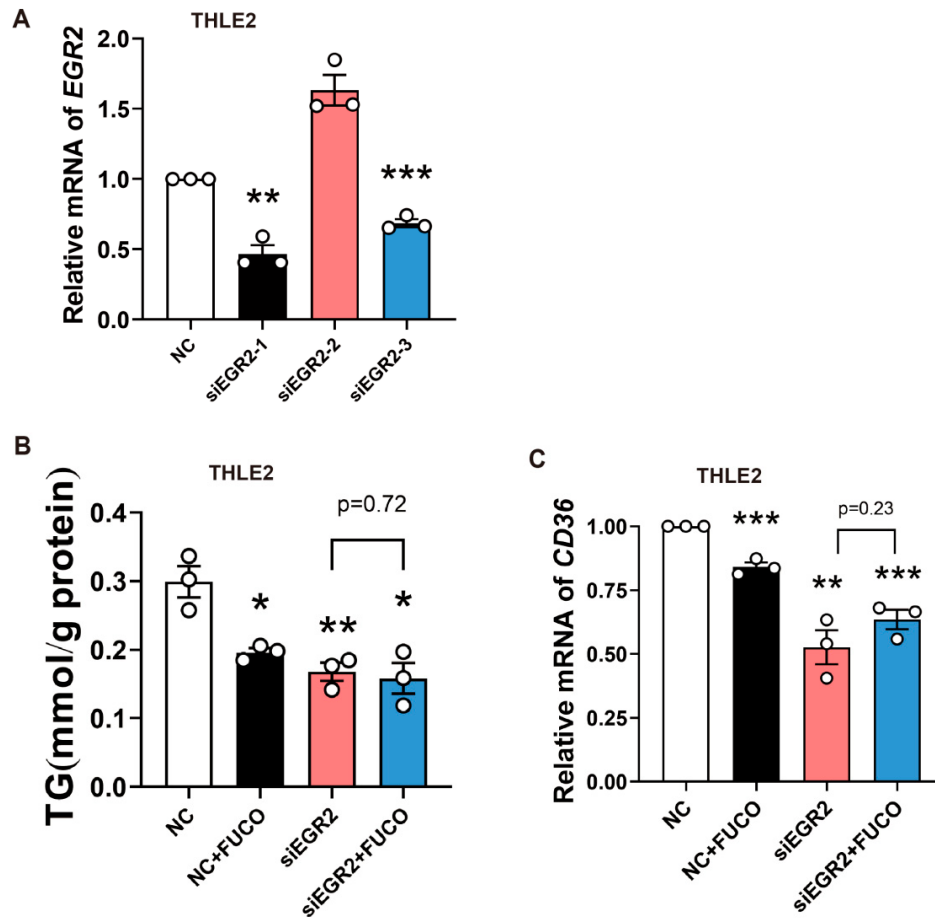

**Fig. S3. EGR2 is involved in FUCO-mediated suppression of CD36 expression and lipid accumulation in THLE2 cells.** (A) THLE2 cells were transfected with three independent siRNAs targeting EGR2 (siEGR2-1, siEGR2-2, and siEGR2-3), and EGR2 mRNA expression was measured by qRT-PCR to determine knockdown efficiency. (B) THLE2 cells were treated with NC, NC + FUCO (10  $\mu$ M), siEGR2, or siEGR2 + FUCO (10  $\mu$ M), and intracellular triglyceride (TG) content was measured and normalized to total protein. (C) CD36 mRNA expression in THLE2 cells under the indicated treatments was analyzed by qRT-PCR. Data are presented as the mean  $\pm$  SEM. Each dot represents one independent biological replicate. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$  vs. NC;  $p$  values are indicated above the brackets.

How the deposited data were processed for this re-analysis (not part of the article)

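RNA-seq libraries of Hep3B cells were used from 6 groups of 3: Con, the FFA-induced model, FFA with FUCO at 0.5, 1 or 2 μM, and FFA with RES. Each library was assigned to its group and replicate by its title. The authors made the deposited counts by trimming with fastp, aligning with STAR to GRCh38.p14 and counting reads per gene with featureCounts, and applied no normalization to them. All 18 columns of the table were used and held whole numbers. The table lists 36684 gene symbols, of which 24090 had at least 1 count. The paper's methods name GENCODE v46. The symbols include 2478 that start with LOC, the form NCBI gives to genes without a name. Of all symbols, 36367 (99.1%) are in the RefSeq table of GRCh38.p14 and 33641 (91.7%) in a GENCODE v44 table. Gene positions were taken from the RefSeq table. The paper's text does not state whether the counting used the strand or how reads with several matches were treated, so genes with close paralogs or overlapping genes are uncertain. FFA concentrations, treatment times and the RES dose are stated for other experiments and not for these libraries. That the RES cells also received FFA is likewise taken from other experiments.

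Library totals ran from 17968042 to 19631852 counts in Con, from 18317088 to 18994381 in the model, from 17740625 to 19425500, from 17634513 to 20203213 and from 16916688 to 18631479 at 0.5, 1 and 2 μM FUCO, and from 17346520 to 23083498 with RES. Reads carry no molecular identifiers, so the floor of 3 counts covers counting error only. A fold change against a group whose libraries all held 3 counts or fewer is given as a lower bound against that floor.

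Differential expression used R 4.3.3 with edgeR 4.0.16 (filterByExpr with its minimum count of 10 and minimum total of 15, TMM normalization, quasi-likelihood fit of all 18 libraries with 1 term per group, prior count 0.125). The paper's methods use DESeq2, which was run as an alternative (version 1.42.0). A DEG had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. The design, the alternatives, the gene lists and the rule for genes named singly were chosen before the data were examined, except where stated. By that rule the text names the genes the paper names, of which 1 is left out here, the genes in all 4 lists of the Venn diagram, and, in 4 comparisons (model against Con, and FUCO-1, FUCO-2 and RES against the model), the 3 DEGs with the largest rise and the 3 with the largest fall that had a mean of at least 1 CPM over all 18 libraries and no overlap between the groups' libraries.

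The gene lists were an immediate early list, TGFβ targets, BMP targets, YAP targets, PPAR targets, cholesterol synthesis, lipogenic, inflammatory, retinoic acid and xenobiotic genes, and the genes named by the paper. All but the genes named by the paper were tested as lists with camera in limma 3.58.1 on voom values (preset correlation 0.01), with fry and an estimated correlation as alternatives. The genes named by the paper were tested singly with edgeR. KEGG was not used here. Lists for the integrated stress response, heat shock, NRF2 and secreted hepatocyte proteins were added after the comparisons with RES and with 2 μM FUCO had been seen. The genes with the largest changes in those comparisons, which include AFM and AFP with RES and HSPA6 at 2 μM FUCO, were then known. Lists that hold such genes are therefore not independent of what had been seen. None of the lists other than the genes named by the paper shares a gene with another. That list shares 1 gene with the cholesterol list, 4 with the inflammatory, 5 with the lipogenic and 4 with the PPAR list.

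Alternatives were DESeq2 with all 18 libraries or 2 groups, edgeR with 2 groups, RLE normalization factors, no filter on low counts, at least 10 counts in every library (12850 genes), a replicate block, a prior count of 2, glmTreat, no fold change threshold, and leaving out each library in turn. A restriction to protein-coding genes was added after the data were seen. What shared model libraries give without any effect of treatment was simulated by 100 draws of negative binomial counts for unchanged groups. The comparison of lists by rank in these draws was added after the results were seen. The fits were tested on simulated counts with 200 changed genes. Each of these had a mean over 1 CPM in the model and a log2 fold change set well past the threshold. The counts were drawn with the spread between replicates that edgeR had fitted. edgeR recovered 197 of the 200 changed genes (98.5%) and called 3 unchanged genes of 14557, DESeq2 recovered 196 and called 1, and a comparison without change gave 0 calls. Recovery of genes near the threshold was not tested. GC content and transcript length were available for 98.1% of the tested genes.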

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

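All tests in this part were set before their results were seen, although the 4 gene lists used in them were drawn up after the comparisons themselves had been seen.

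The RES libraries, which the paper does not report on, differed from the model in more genes than any other comparison with the model: 1443 DEGs, 436 higher and 1007 lower with RES. The libraries of the 2 groups did not overlap for 9314 genes (64.0%, where chance gives 10%). Among the DEGs with a mean of at least 1 CPM and no overlap, UNC5B (log2 fold change 5.00, SE 0.30, adjusted p = 1.15e-12 from edgeR's quasi-likelihood test, and 5.61 without Model replicate 2), MT2A (4.07, SE 0.35, adjusted p = 6.85e-10) and NIBAN1 (3.81, SE 0.15, adjusted p = 1.25e-15) rose the most. The reads of MT2A can match other metallothioneins. EDNRB fell from 36, 35 and 42 counts in the model to 0, 2 and 2. AFM (log2 fold change −4.89, SE 0.23, adjusted p = 1.49e-14) and AFP (−4.72, SE 0.16, adjusted p = 7.02e-17) fell next, each in all 3 libraries. ALB, singled out after its values were seen, had a log2 fold change of −2.17 (SE 0.091, adjusted p = 1.95e-15).

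Of the technical explanations, library size alone is argued against, because 1440 DEGs were called with every library thinned to 16916688 counts. So is the weight of a few abundant genes, since 1437 DEGs were called without the 20 most abundant, which hold 14.4% of the counts. A trend with GC content and transcript length is not the whole cause either. With it removed from the fold changes and the adjusted p left as it was, 1301 genes passed both thresholds, against 1407 before. These were counted over all genes with a value, so they may include genes not called before. Other explanations stay open. The integrated stress response list rose with RES (15 of 16 genes higher, median log2 fold change 0.71, camera adjusted p = 2.23e-09) and all 12 secreted hepatocyte proteins fell (median −1.82, adjusted p = 1.54e-11). A stress response and a general loss of hepatocyte transcripts may therefore both be part of the difference, as hypotheses. The NRF2 list also rose (8 of 9 genes, median 1.08, adjusted p = 2.61e-06) and the heat shock list did not pass (0.178). Each of these calls held under fry. The action of RES on its receptor and an exchange of labels were not tested.

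Within the FUCO groups, 2 and 1 μM differed directly in 84 genes, 78 higher and 6 lower at 2 μM, and 2955 genes (20.3%) did not overlap, where chance gives 10%. Without FUCO-1 replicate 3 there were 54. Between 1 and 0.5 μM there were 0 DEGs, with 1557 genes at an unadjusted p under 0.05. GC content and transcript length explained 13.6% of the variance of that log2 fold change across genes, so a technical part is not excluded. At 2 μM, HSPA6 was at least 52.6-fold and MT2A at least 181-fold higher than in Con, where both were at the floor. Of genes singled out after their values were seen, MT1X was at least 16.0-fold and MT1E at least 13.9-fold higher than in the model, and the log2 fold changes of HMOX1 (1.75, SE 0.14, adjusted p = 5.67e-09 from edgeR's test), SLC30A1 (1.74, SE 0.15, adjusted p = 1.43e-08) and HSPA1A (1.12, SE 0.14, adjusted p = 4.14e-06) reflect higher levels in all 3 libraries. The metallothioneins and the HSP70 genes share reads within their families.

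Library size is argued against as the source of these genes, with 80 DEGs after thinning. So is the trend with GC content and transcript length, with 79 genes past both thresholds by the same count, against 82 before. The 9 tested heat shock genes were all higher at 2 than at 1 μM (median log2 fold change 0.39, camera adjusted p = 1.55e-09), as were all 9 NRF2 targets (0.39, adjusted p = 1.42e-07) and all 16 genes of the integrated stress response (0.42, adjusted p = 5.49e-21). The hepatocyte list was lower in 12 of 12 genes (−0.30, adjusted p = 1.42e-07). These 4 calls held under fry, with a larger adjusted p (3.50e-06 to 0.00160). How far they would weaken with the estimated correlation was not tested. A stress response that is stronger at 2 than at 1 μM is a candidate explanation, found and tested on the same libraries. Against the model, the integrated stress response list was lower at 0.5 μM (median −0.35, 16 of 16 genes, adjusted p = 7.89e-23) and 1 μM (−0.18, 15 of 16, adjusted p = 2.31e-06) and higher at 2 μM (0.28, 14 of 16, adjusted p = 7.55e-06), and it was lower in the model than in Con (−0.27, 15 of 16, adjusted p = 5.74e-07). The heat shock list was higher than the model at all 3 doses (adjusted p = 0.0308, 0.00371 and 2.59e-09; medians 0.15, 0.21 and 0.55; 6, 6 and 9 of 9 genes), the call at 0.5 μM not holding under fry (0.176), and lower in the model than in Con (8 of 9 genes, median −0.15, adjusted p = 0.0328). The NRF2 list rose at 1 μM (8 of 9 genes, median 0.29, adjusted p = 3.48e-05) and 2 μM (9 of 9, 0.61, adjusted p = 8.26e-10), without passing at 0.5 μM (0.323) or in the model (0.636). The hepatocyte list was lower than the model at 0.5 μM (8 of 12 genes, median −0.15, adjusted p = 0.00662, and 0.101 under fry) and 2 μM (9 of 12, −0.37, adjusted p = 0.000138), without passing at 1 μM (0.822), and lower in the model than in Con (8 of 12, −0.26, adjusted p = 0.0328).

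Splits of the libraries were compared for each count of DEGs. For model against Con, each dose of FUCO against the model, RES against the model, and 2 against 1 μM FUCO, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs, and the other 9 gave 0. For 1 against 0.5 μM FUCO, with its count of 0, 10 of the 10 did. With 10 splits the smallest share is 0.1, so this count alone cannot give a share under 0.05. In 100 simulated draws of unchanged groups there were 0 DEGs at each dose of FUCO against the model and 0 to 1 with RES, against the 39, 72, 233 and 1443 called.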

How the results depend on the processing

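The alternatives and the fits that left out 1 library were set in advance. The restriction to protein-coding genes was chosen after seeing the data.

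Without the fold change threshold, the DEG counts were 2555 for model against Con (284 with it), 211, 467 and 2990 at 0.5, 1 and 2 μM FUCO against the model (39, 72 and 233), 7194 for RES (1443), 1 for 1 against 0.5 μM (0) and 917 for 2 against 1 μM (84), and the overlap of the 4 lists was 69 (3). With glmTreat they were 24, 5, 16, 14, 594, 0 and 3, and the overlap was 0. Both changes follow from the thresholds. Without the fold change threshold the balance shifted to 1227 higher and 1328 lower for model against Con (179 and 105 with it), 3545 and 3649 for RES (436 and 1007), and 593 and 324 for 2 against 1 μM (78 and 6). At 0.5 and 1 μM it was 42 and 169, and 130 and 337 (0 and 39, and 6 and 66), and at 2 μM against the model 1576 and 1414 (127 and 106). Without FUCO-2 replicate 1, 108 were higher and 121 lower at 2 μM. With at least 10 counts in every library, 146 DEGs were called for model against Con, 106 at 2 μM, 925 for RES and 45 for 2 against 1 μM, since fewer genes were tested. DESeq2 on the 2 groups alone called 185 for model against Con. Without a filter, 6 were called for 1 against 0.5 μM and the overlap was 5, with MT2A and NR4A1AS added. The cause was not tested for the last 2 settings. All other alternatives stayed within 1.5 times of the main count. With DESeq2 and all 18 libraries the counts were 236, 39, 65, 193, 1502, 0 and 65, and the overlap was 4. With protein-coding genes only they were 248, 36, 64, 190, 1279, 0 and 76, and the overlap was 3.

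Across the 18 fits that each left out 1 library, the counts ran from 215 to 387 for model against Con, from 32 to 46, from 57 to 80 and from 191 to 268 at 0.5, 1 and 2 μM FUCO, from 1387 to 1469 for RES, from 0 to 1 for 1 against 0.5 μM and from 54 to 102 for 2 against 1 μM. The count of 1 arose without FUCO-0.5 replicate 2, FUCO-0.5 replicate 3 or FUCO-1 replicate 2, and that of 54 without FUCO-1 replicate 3. The overlap ran from 2, without Con replicate 3, to 7, without Con replicate 1, and was 6 without FUCO-2 replicate 2. CCN2 and EGR2 were in it in all 18 fits and NR4A1 in 17. The cause was not tested.

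No pairing by replicate number was found over all groups: over 45 pairs of libraries with the same number in different groups, the correlation of their deviations from the group means had a median of 0.0239 (−0.204 to 0.194), and 7 were over 0.1, against 8 of 90 pairs with different numbers, which ran from −0.281 to 0.291. Of the 7, 5 were between replicates 2 of the model and the FUCO groups, whose 6 pairs ran from 0.0968 to 0.194, so a factor shared by these 4 libraries is not excluded. The correlation was higher between FUCO-2 replicate 1 and FUCO-0.5 replicate 3 (0.291) or FUCO-1 replicate 3 (0.277). Between FUCO-0.5 replicate 3 and FUCO-1 replicate 3 it was 0.192. A factor shared across replicate numbers is thus not excluded either, and a block by number would not remove it. With the replicate number as a block the counts were 285, 44, 77, 237, 1453, 0 and 88, and the overlap was 4, with MT2A added. Among the single genes and lists it was run on, the block changed no other call. It was not run on the 4 lists added later, the lists against Con, the genes singled out after their values were seen, or EGR2 between FUCO doses and with RES against Con.

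The correlation across genes between the fold change in the model and that of treatment moved to −0.0223, −0.128, −0.150 and 0.0966 (0.5, 1 and 2 μM FUCO and RES) when the model libraries were divided, which removes the shared values. With at least 10 counts in every library it was −0.319 at 1 μM and −0.304 at 2 μM, and with a prior count of 2 it was −0.278 at 2 μM, and the cause was not tested. For RES it was 0.0549, above the range of −0.267 to −0.186 of unchanged groups.

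The TGFβ list at 0.5 μM FUCO had a camera adjusted p of 0.1001 with the estimated correlation, and from 0.00308 to 0.146 across the fits that left out 1 library, highest without FUCO-0.5 replicate 1. With the estimated correlation 13 other list results were no longer past the threshold. Under fry 3 were no longer past it and 4 newly were. The cause was not tested.

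Directions reversed for results near 0. CD36 in the model had a log2 fold change of −1.24e-05 with DESeq2 and all 18 libraries and −0.0019 with 2 groups. It ran from −0.37 without Con replicate 3 to 0.92 without Con replicate 1 (adjusted p = 0.0552, in a range of 0.0552 to 1 over its alternatives), because Con replicate 1 held 51 counts of CD36 and the other two 16 and 12. ACACA at 1 μM FUCO ran from −0.026 without FUCO-1 replicate 1 to 0.046 without FUCO-1 replicate 2, and NR4A1 at 2 μM FUCO against Con from −0.41 without FUCO-2 replicate 1 to 0.0092 without FUCO-2 replicate 2. The adjusted p of the TGFβ list in the model ran from 0.521 to 0.914, with its direction reversed at 0.904 without Con replicate 1. For the inflammatory list, it ran from 0.665 to 0.993 with RES, reversed at 0.839 without Model replicate 2 and 0.864 without RES replicate 2. At 2 μM FUCO it ran from 0.0328, reversed to lower without FUCO-2 replicate 2, to 0.516, and was 0.0350 without FUCO-2 replicate 3. The cause of these was not tested.

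Apart from the TGFβ list at 0.5 μM, 21 comparisons of single genes and lists under other alternatives became weaker and 18 stronger, those given above included. When 1 library was left out, 39 became weaker and 17 stronger. Depth limits CD36, at 12 to 51 counts per library in Con, and the inflammatory genes IL1B, CCL2, TNF and IL6, which had too few counts to be tested.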

Differences from the paper's values

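For model against control, 284 DEGs were called, against the paper's 106. Of the alternatives set before the data were examined, only the one with at least 10 counts in every library (146) came within 1.5 times of the paper's number. DESeq2, which the paper's methods name, gave 236 with all 18 libraries and 185 with the 2 groups, and none of the other alternatives closed the gap. For FUCO-2 against the model, 233 DEGs were called, against the paper's about 76 in Fig. 5C (sum of regions, read by eye). Again only at least 10 counts in every library (106) came within 1.5 times, and DESeq2 gave 193 with all 18 libraries and 164 with the 2 groups.

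Fig. 5B, which the paper describes as FUCO-1 against the model, shows many genes higher with FUCO, some with log2 fold changes far above those of any gene that fell. Here 6 genes were higher and 66 lower at 1 μM, and among the DEGs with a mean of at least 1 CPM and no overlap between the groups' libraries the largest changes were those of MT2A (log2 fold change 2.54) and EGR2 (−3.53). At 2 μM, 127 genes were higher and 106 lower, and MT2A had a log2 fold change of 5.26 and HSPA6 of 3.84. The paper's count in the text for FUCO-1 is the total of the 2 μM regions in Fig. 5C, and the regions of 1 μM add up to about 56 (Fig. 5C, read by eye), where 72 were called here. Every library held between 16916688 and 23083498 deposited counts, above the average number of raw reads that the paper's methods give. The methods do not state whether that number is of single reads or of pairs, or how pairs were counted. A difference of unit is therefore not excluded.

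By qRT-PCR the paper shows CD36 mRNA higher in the model than in the control and lower again with FUCO in Hep3B cells (Fig. 6H). In the RNA-seq libraries its log2 fold change was 0.01 in the model (SE 0.37, adjusted p = 0.992 from edgeR's quasi-likelihood test) and 0.30 with 1 μM FUCO against the model (SE 0.35, adjusted p = 0.729), from low counts. Fig. 3C shows SREBP1, FABP1, ACC1 and FASN mRNA higher in the model. Here SREBF1 (log2 fold change −0.34, adjusted p = 0.0354), ACACA (−0.48, adjusted p = 0.000872) and FASN (−0.57, adjusted p = 0.00183) were lower and FABP1 (−0.19, adjusted p = 0.249) was not shown to differ. SREBF1 overlaps RAI1 at its end, and its call was lost without any 1 of 5 libraries, with an adjusted p of up to 0.156 without Model replicate 3. With 1 μM FUCO none of the 4 differed from the model at an adjusted p under 0.05 in edgeR's test of all 18 libraries (SREBF1 0.704, FABP1 0.183, ACACA 0.954 and FASN 0.530), where Fig. 3C shows each of them lower. FABP1, with a log2 fold change of −0.27 at 1 μM, was past the threshold in 3 of 26 alternative fits: edgeR and DESeq2 on the 2 groups, and no filter. In Hep3B cells Fig. 3D (Fig. 3E in its legend) shows IL-1β, CCL2 and TNF-α mRNA higher in the model. Here these had too few counts to be tested, at 5, 3 and 0 counts of IL1B in the model and 0 counts of CCL2 and TNF in each model library. In Fig. 3A the paper shows PPARα protein higher in the model, where the RNA of PPARA (log2 fold change −0.24, adjusted p = 0.0420, lost in 7 of 26 alternative fits, 6 of which left out 1 library, with an adjusted p of up to 0.209 without Con replicate 2) was lower. By qRT-PCR in Fig. 5F, EGR2 was higher at 0.5 than at 2 μM FUCO. Here its level was 0.976 CPM at 0.5 μM and 1.58 CPM at 2 μM, a difference that was not tested.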

Other observations

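The tests of a level raised in the model alone and of Con replicate 1 were chosen after the results were seen.

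The fall of the immediate early list with FUCO is not explained by GC content and transcript length, since its median log2 fold change at 1 μM was −0.89 after the trend was removed and −0.92 before. A level raised only in the model libraries is argued against at 0.5 and 1 μM, where the list also lay below Con (medians −0.47 and −0.65, 22 and 24 of 25 genes, camera adjusted p = 2.25e-11 and 3.95e-16). At 2 μM this cannot be told apart, because the list lay near Con (median −0.12, 16 of 25 genes lower, adjusted p = 0.150, and 0.0448 under fry). A lower activity of the pathways that induce these genes may be a cause at the lower doses, and no measurement of that activity was used here. With RES the list was not shown to differ from the model (median 0.11, 15 of 25 genes higher, adjusted p = 0.518) and was higher than Con (median 0.30, 19 of 25, adjusted p = 0.0151).

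Con replicate 1 lay apart from Con replicates 2 and 3. Of the 387 DEGs between the model and Con replicates 2 and 3, the 77 with a mean of at least 20 CPM in either were used. If Con replicate 1 were a mixture with a model library, these 77 genes would lie at 1 share of the way to the model. That share had quartiles of 0.157, 0.364 and 0.572, and at the best single share of 0.36, 48.1% of the genes lay more than 2 SD away, which argues against a simple mixture. The totals of the control libraries differ by at most 1.09 times, which argues against library size. Con replicate 1 differed over 2-fold from Con replicates 2 and 3 in 456 and 446 genes, where no other pair of replicates exceeded 255. Against sampling noise (chi-square per degree of freedom) FUCO-2 replicates 1 and 2 differed more, at 20.0 against 16.1 and 13.7. No biological explanation was tested.

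Of the 20 genes named by the paper, 16 were tested. In the model, 12 passed an adjusted p of 0.05 over all genes in edgeR's quasi-likelihood test and 13 when p was adjusted over the list alone. The numbers were 4 and 10 at 0.5 μM FUCO, 4 and 10 at 1 μM, 9 and 10 at 2 μM, and 13 and 13 with RES. PLIN2 (log2 fold change 1.09, adjusted p = 1.48e-09) and CPT1A (0.77, adjusted p = 7.27e-08) were higher in the model, and SCD (−0.67, adjusted p = 5.39e-06) and SREBF2 (−0.42, adjusted p = 0.000253) were lower. DGAT2 (0.11, adjusted p = 0.691) and ACSL1 (0.21, adjusted p = 0.144, and 0.0458 without Con replicate 1) were not shown to differ. At 1 μM FUCO, ACSL1 was lower than the model (−0.35, adjusted p = 0.0419), a call that held in 16 of 26 alternative fits and had an adjusted p of up to 0.317 without Model replicate 2. PLIN2 (−0.25, adjusted p = 0.0909) and SCD (−0.29, adjusted p = 0.0566) were not past the threshold, and were in 4 and 8 of 26 alternative fits, for PLIN2 without FUCO-2 replicate 1 (0.0415) and for SCD without Con replicate 1 (0.0243) among others. PPARA (0.22, adjusted p = 0.156), DGAT2 (0.16, adjusted p = 0.671), CPT1A (−0.19, adjusted p = 0.154) and SREBF2 (−0.06, adjusted p = 0.755) were not shown to differ at 1 μM.

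Cholesterol synthesis genes were lower in the model than in Con (19 of 20 genes, median log2 fold change −0.62, camera adjusted p = 1.48e-22) and lower again than the model at 0.5, 1 and 2 μM FUCO (19, 18 and 19 genes, medians −0.18, −0.16 and −0.44, adjusted p = 9.85e-08, 7.47e-07 and 2.47e-14) and with RES (20 of 20, −0.78, adjusted p = 1.14e-11). With the estimated correlation the calls at 0.5 and 1 μM were lost (0.0715 and 0.0864). Of 14 tested lipogenic genes, 12 were lower in the model (−0.44, adjusted p = 1.09e-08), and 10, 8 and 11 were lower again at the 3 doses (medians −0.15, −0.10 and −0.27, adjusted p = 0.000508, 0.0247 and 0.000122) and 13 with RES (−0.70, adjusted p = 7.41e-05). The call at 1 μM was lost with the estimated correlation (0.0761) and without FUCO-1 replicate 2 (0.167). PPAR targets rose in the model (13 of 15 genes, 0.42, adjusted p = 4.85e-10) and were lower than the model at the 3 doses (11, 11 and 14 genes, medians −0.09, −0.06 and −0.35, adjusted p = 0.00770, 0.0247 and 0.000122), the calls at 0.5 and 1 μM being lost under fry (0.0982 and 0.0970) and without FUCO-0.5 replicate 3 (0.0910) or FUCO-1 replicate 2 (0.136). With the estimated correlation the calls at all 3 doses were lost (0.208, 0.275 and 0.0758). With RES they were not shown to differ from the model (0.03, adjusted p = 0.598).

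All 12 tested inflammatory genes were higher in the model (median log2 fold change 1.48, camera adjusted p = 5.50e-12, and 0.0637 with the estimated correlation). At 1 μM FUCO 7 of the 12 were lower than the model (−0.50, adjusted p = 0.00546), a call lost under fry (0.201), with the estimated correlation (0.348) and without FUCO-1 replicate 1 (0.0884). At 0.5 μM (−0.23, adjusted p = 0.102) the list did not pass, except without Model replicate 1 (0.0358), FUCO-0.5 replicate 3 (0.0123) or FUCO-2 replicate 2 (0.00136). At 2 μM (0.16, adjusted p = 0.33) it did not pass either, except without FUCO-2 replicate 2 (0.0328, then lower) or FUCO-2 replicate 3 (0.0350). With RES the adjusted p was 0.927, and the direction reversed without Model replicate 2 (0.839) or RES replicate 2 (0.864). Of chemokines singled out after their values were seen, CXCL8 (log2 fold change 2.30, SE 0.31, adjusted p = 9.75e-06 from edgeR's test), CXCL2 (2.29, SE 0.30, adjusted p = 8.68e-06) and CXCL10 (2.54, SE 0.34, adjusted p = 1.09e-05) rose in the model. At 1 μM FUCO CXCL8 (−1.64, adjusted p = 0.00145) and CXCL2 (−1.27, adjusted p = 0.00868) were lower than the model and CXCL10 (0.50, adjusted p = 0.287), which overlaps ART3, was not shown to differ.

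With RES, TGFβ genes were lower than the model (11 of 14, median log2 fold change −0.66, camera adjusted p = 0.000529), as were YAP targets (10 of 13, −0.34, adjusted p = 0.0182, 0.0502 without Model replicate 2, and 0.349 with the estimated correlation). BMP targets (−0.34, adjusted p = 0.164), retinoic acid targets (−0.21, adjusted p = 0.164) and xenobiotic genes (0.19, adjusted p = 0.162) did not pass, and all 3 did under fry (0.000207, 4.45e-07 and 0.000207). The xenobiotic genes also passed with at least 10 counts in every library (0.0284).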
